# Lymphatic-preserving treatment sequencing with immune checkpoint inhibition unleashes cDC1-dependent antitumor immunity in HNSCC

**DOI:** 10.1038/s41467-022-31941-w

**Published:** 2022-07-25

**Authors:** Robert Saddawi-Konefka, Aoife O’Farrell, Farhoud Faraji, Lauren Clubb, Michael M. Allevato, Shawn M. Jensen, Bryan S. Yung, Zhiyong Wang, Victoria H. Wu, Nana-Ama Anang, Riyam Al Msari, Shiruyeh Schokrpur, Ida Franiak Pietryga, Alfredo A. Molinolo, Jill P. Mesirov, Aaron B. Simon, Bernard A. Fox, Jack D. Bui, Andrew Sharabi, Ezra E. W. Cohen, Joseph A. Califano, J. Silvio Gutkind

**Keywords:** Cancer immunotherapy, Head and neck cancer, Cancer models, Tumour immunology

## Abstract

Despite the promise of immune checkpoint inhibition (ICI), therapeutic responses remain limited. This raises the possibility that standard of care treatments delivered in concert may compromise the tumor response. To address this, we employ tobacco-signature head and neck squamous cell carcinoma murine models in which we map tumor-draining lymphatics and develop models for regional lymphablation with surgery or radiation. We find that lymphablation eliminates the tumor ICI response, worsening overall survival and repolarizing the tumor- and peripheral-immune compartments. Mechanistically, within tumor-draining lymphatics, we observe an upregulation of conventional type I dendritic cells and type I interferon signaling and show that both are necessary for the ICI response and lost with lymphablation. Ultimately, we provide a mechanistic understanding of how standard oncologic therapies targeting regional lymphatics impact the tumor response to immune-oncology therapy in order to define rational, lymphatic-preserving treatment sequences that mobilize systemic antitumor immunity, achieve optimal tumor responses, control regional metastatic disease, and confer durable antitumor immunity.

## Abstract (web summary)

Response rates to immune checkpoint inhibitors (ICI) in patients with head and neck squamous cell carcinoma (HNSCC) remain low. Here the authors show that ablative treatment of tumor-draining regional lymphatics, a standard of care approach in patients, impairs the tumor response to ICI in preclinical HNSCC models.

## Introduction

Worldwide, head and neck squamous cell carcinoma (HNSCC) represents a significant health issue, with more than 600,000 new cases diagnosed each year and approximately one-half of all patients succumbing to their disease^1–3^. Arising from the upper aerodigestive tract, HNSCCs include cancers of the oral cavity, oropharynx, larynx, and hypopharynx. Most often, HNSCCs are diagnosed at late stages (stages III–IV) with roughly 60% of patients harboring locally advanced disease at the time of presentation^2,3^. Historically, definitive-intent treatment for HNSCC patients included surgery and radiotherapy, which incur significant treatment-associated morbidity and have resulted in modest improvements in rates of cure. Subsequent efforts to improve outcomes included the addition of molecularly targeted therapies,^4,5^ such as the EGFR-blocking antibody Cetuximab^6^, and cisplatin chemotherapy to radiation^7–11^. Even with these advances, including efforts to minimize treatment-related toxicity^12–14^, the 5-year overall survival in patients with late-stage disease approaches only 50%, and locoregional and distant recurrence rates remain high^2,3,15^.

Immune checkpoint inhibitor (ICI) therapy offers the potential to improve oncologic outcomes for patients with HNSCC while reducing treatment-associated morbidity. Targeting either programmed cell death protein (PD-1), the cognate ligand (PD-L1) or cytotoxic T lymphocyte-associated protein 4 (CTLA-4), ICIs invigorate endogenous antitumor immunity by releasing peripheral inhibition on antitumor T cells^16^. The introduction of ICIs into clinical practice has revolutionized the treatment of several malignancies^17^ and changed the paradigm for the treatment of recurrent/metastatic (r/m) HNSCC. Specifically, the CHECKMATE-141^18^, KEYNOTE-040^19^, and KEYNOTE-048^20^ clinical trials demonstrated an improvement in overall survival for patients with r/m HNSCC treated with αPD-1 versus standard therapies, leading to the approval of αPD-1 ICI in this setting.

While these landmark trials demonstrated a clear benefit for some patients with r/m HNSCC, ICIs have largely underperformed initial expectations and overall objective response rates remain limited with less than 20% of patients showing clinical benefit. Surprisingly, αCTLA-4 ICI, which has demonstrated efficacy in other solid cancers bearing similar mutational burdens^21^ and immune infiltration^22^, has failed to demonstrate benefit for HNSCC patients^23,24^. Moreover, in the curative-intent setting for locally advanced disease, emerging evidence now indicates that adding αPD-1 ICI to standard radiation with concurrent chemotherapy confers no additional benefit in either progression-free or overall survival^25^. Collectively, these findings raise the possibility that standard of care oncologic therapies for HNSCC may compromise host immunity and the ability to respond to ICI therapy. Given the propensity of HNSCC to harbor occult, regional lymphatic metastasis, elective ablation of cervical lymphatics has become a cornerstone of therapy^26^; and, standard of care management for HNSCC patients with regional metastatic disease necessarily entails either primary surgical or radiation therapy for both involved and uninvolved draining lymph nodes^2,27^. Accordingly, we noted that the landmark clinical trials defining how we currently employ IO therapy in HNSCC necessarily recruited patients who have contemporaneously or previously received ablative locoregional therapies, which prompted us to explore whether this may negatively affect host immunity and the tumor response to ICI. Specifically, we hypothesize that ablative treatment of tumor-draining regional lymphatics may impair the primary tumor response to ICI therapy. We explore this hypothesis using syngeneic animal models of HNSCC in order to develop a rational approach for the effective use of IO therapies in HNSCC. Our results may inform the clinical exploration of new treatment sequencing strategies capable of achieving durable clinical responses.

## Results

### Mapping regional draining lymphatics from the murine head and neck

To explore the contribution of the tumor-draining lymph node (tdLN) in the host response to therapy, we began by anatomically and functionally mapping the murine head and neck (HN) regional lymphatic basins. We delivered Evans Blue dye locally to the oral cavity—tongue and buccal mucosa (Fig. 1a) and retroauricular subcutaneous space (Supplementary Fig. 1A–E). While lymphatics from the tongue drain bilaterally to paired lymph node basins, the buccal space drains only to the ipsilateral lymphatic basin with both oral cavity subsites sparing the deep cervical lymphatic basins, which associate with the internal jugular vein along the floor of the neck (Fig. 1a). To determine whether our anatomic mapping faithfully identifies lymphatic tissues, we performed in vivo imaging following injection of LYVE-ef660, which identifies lymphatic endothelial cells. Following tongue injections, we found that the LYVE-ef660 fluorescence signal overlaps with our anatomic mapping (Fig. 1b, top). Clearing-enhanced three-dimensional imaging (Ce3D)^28^ with LYVE-ef660 revealed the dense arborization of lymphatic channels in the tongue that course into the neck (Fig. 1b, bottom and Supplementary Fig. 1F). To confirm that our anatomic mapping of murine cervical lymphatics reflects functionally relevant, physiologic routes of tumor immunosurveillance, we delivered the model ovalbumin antigen, SIINFEKL, with CpG adjuvant into HN subsites and then probed for lymph node resident antigen-presenting cells (APCs) cross-presenting SIINFEKL peptide by flow cytometry (Fig. 1c and Supplementary Fig. 1G, H). We detected H-2kb-SIINFEKL + APCs in bilateral or ipsilateral LN stations following tongue or buccal injections, respectively (Fig. 1c).

**Fig. 1:**
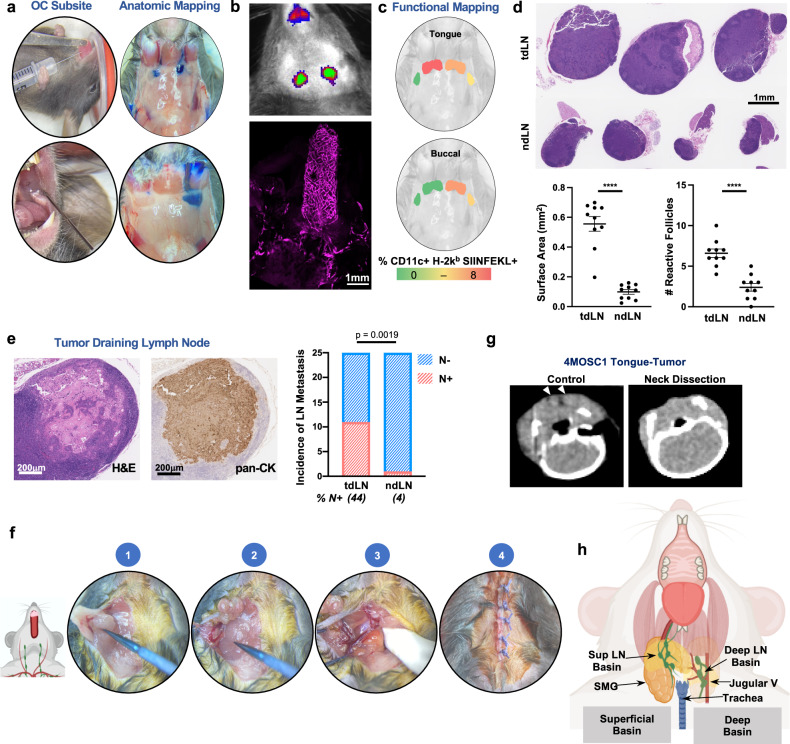
Cervical lymphatic mapping and neck dissection model. **a** Illustrative photographs depicting anatomic lymphatic mapping following injection of 5% Evans Blue dye into oral cavity (OC) subsites. **b** Top: Illustrative IVIS image to depict anatomic lymphatic mapping following injection of anti-LYVE-ef660 antibody into the tongue (1s exposure with the Cy5.5 channel on the IVIS 2000). Bottom: Representative image of a clearing-enhanced 3D (Ce3D) en bloc resected tongue-neck specimen stained with anti-LYVE-ef660 (1:100), imaged with the Leica SP8 confocal microscope. **c** Representative images demonstrating functional mapping following injection of SIINFEKL peptide/CpG adjuvant. Depicted are lymphatic basins, overlayed with heatmaps, to indicate the % CD11c + H-2k^b^ SIINFEKL + cells identified by flow cytometry. **d** Putative tumor-draining lymph nodes (tdLNs) and non-draining lymph nodes (ndLNs) were harvested from 4MOSC1 tumor-bearing animals on day 10. Top: Representative H&E-stained tdLN and ndLN shown with (bottom) scoring for overall surface area and the number of reactive follicles (*n* = 10 independent samples/group). **e** Left: Representative tdLN with the focus of metastatic disease shown, stained by H&E and with anti-pan-CK antibody. Right: Quantification of the incidence of metastatic disease in tdLN and ndLN, shown in a contingency plot (*n* = 25/group, Fisher’s exact test). **f** Illustrative photographs demonstrating the key procedural steps of the murine neck dissection. (1) dissection to reflect the submandibular gland from the superficial lymphatic basin, (2) superficial lymphatic basin liberated from underlying tissues, (3) completed dissection of the deep lymphatic basin with the jugular venous plexus in situ along the floor of the neck, (4) closure. **g** Representative axial CT images of the neck obtained from an untreated 4MOSC1-tongue tumor-bearing animal or following neck dissection (arrowhead = cervical lymph node). **h** Cartoon image to diagram murine cervical lymphatic basins in the context of adjacent, critical head, and neck anatomy. The differences between experimental groups were analyzed using independent, two-sided Student *t* tests (**d**) or fisher’s exact test (**e**). All data represent averages ± SEM, except where indicated. ****P < 0.0001. ns not statistically significant. Source data are provided as a Source Data file.

Historically, clinical LN stations have been defined by mapping patterns of metastatic spread in patients with HNSCCs arising from distinct subsites^29^. In a similar fashion, we examined cervical lymphatic basins after establishing orthotopic tumors in the tongue of WT recipient animals (Fig. 1d). To accomplish this, we employed our recently characterized, murine oral squamous cell carcinoma cell line, 4MOSC—a carcinogen-induced, syngeneic model, featuring a human tobacco-signature mutanome and immune infiltrate and ICI response pattern similar to that observed clinically^5,30^. In 4MOSC1-tongue tumor-bearing animals, we found that our a priori mapped draining lymphatics display features consistent with acute immune reactivity: increased cellularity and volume as well as an expansion of secondary follicles (Fig. 1d, bottom). Moreover, we find metastatic spread in putative draining versus non-draining lymphatics disease (11/25 versus 1/25, *P* = 0.0019, respectively; Fig. 1e). Based upon these observations, we define murine, cervical tumor-draining lymphatics (tdLN) as follows: tongue tumors drain to bilateral superficial lymphatic stations while tumors in the buccal space drain to ipsilateral superficial lymphatic basins (see below, Fig. 1h).

### Murine neck dissection model

Mapping the murine cervical lymphatic system allowed us to accurately model lymphatic ablative therapies. Neck dissection to eradicate cervical lymphatics is a cornerstone of contemporary oncologic therapy for HNSCC patients, particularly for oral cavity SCC patients with regional metastatic spread^26,27,31^. To model this preclinically, we developed a neck dissection surgery in the mouse, informed by our cervical lymphatic mapping (Fig. 1f). Following bilateral neck dissection, we observed that Evans Blue injected into the tongue distributes diffusely into the neck (Supplementary Fig. 1I). Post-operative CT scan confirmed the absence of lymph nodes following neck dissection (Fig. 1g).

### Role of tumor-draining lymphatics in the response to ICI in HNSCC

Given the propensity for regional metastatic disease in our model (44% N+, see above, Fig. 1e), we hypothesized that lymphadenectomy sequenced before ICI therapy would improve tumor control and overall survival. To address this hypothesis, we performed neck dissection to ablate draining lymphatic basins in tumor-bearing animals prior to therapy with ICI (Fig. 2a). Unexpectedly, we found that neck dissection in advance of ICI in 4MOSC1-tongue tumor-bearing animals abolished the response to both αCTLA-4 and αPD-1 therapy, leading to significantly worse overall survival (Fig. 2b, c). In fact, we observed that neck dissection alone significantly impaired overall survival, suggesting that intrinsic antitumor immunity is compromised by lymphatic ablation (Supplementary Fig. 2A). As our model features a particular sensitivity to monotherapeutic αCTLA-4^30,32^, we leveraged this therapeutic modality as a surrogate for ICI immunotherapy to study the mechanistic underpinnings of how tumor-draining lymphatics mediate the antitumor response. Similar to ablation with neck dissection, high-dose large field single fraction radiation therapy, encompassing regional draining lymphatics (Supplementary Fig. 2B), in 4MOSC1-tongue tumor-bearing animals blocked the tumor response to αCTLA-4 ICI (Fig. 2d). To control for any confounding effects of surgery on the tumor response to therapy, we performed either sham mock lymphatic ablations to the neck or subtotal primary tumor resections followed by treatment with ICI. Neither sham neck surgery nor subtotal primary tumor surgeries influenced the response to ICI in vivo (Fig. 2e and Supplementary Fig. 2D). To demonstrate generalizability across syngeneic, orthotopic models of murine HNSCC, we employed the MOC1 preclinical HNSCC model that exhibits a near-complete response to the combination of αCTLA-4 and neutrophil-depleting antibody α1A8, which depletes myeloid-derived suppressor cells in the tumor immune microenvironment (TIME)^33^. Similar to 4MOSC1, neck dissection in animals with MOC1 tongue tumors failed to respond to combination α1A8 and αCTLA-4 immunotherapy (Fig. 2f).

**Fig. 2:**
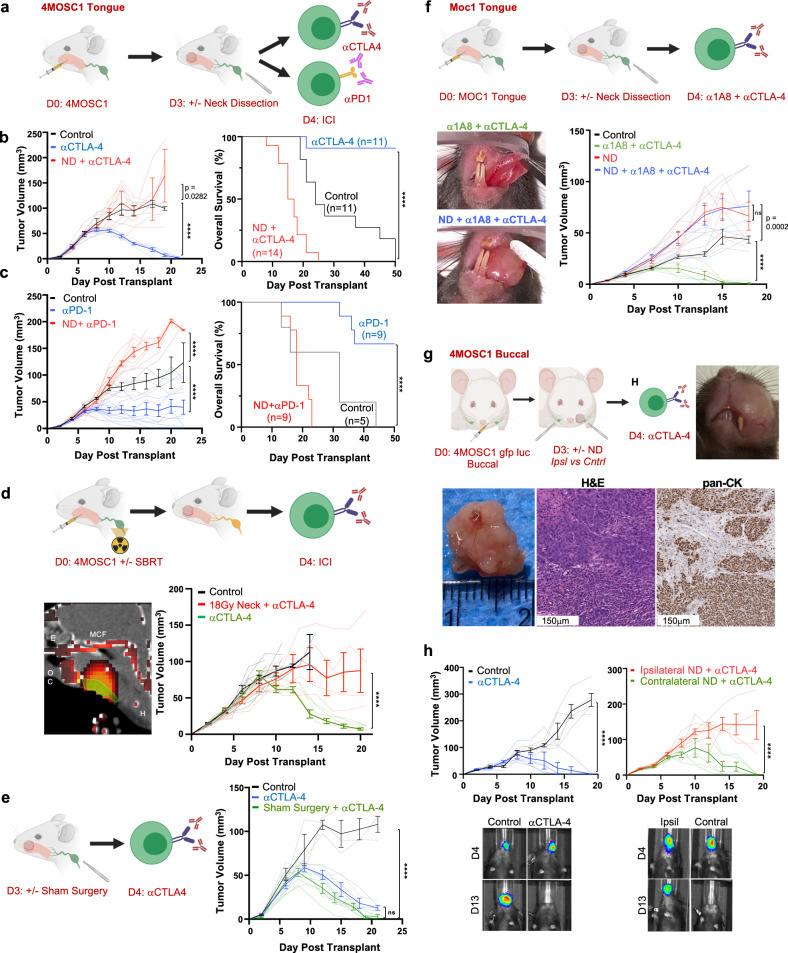
Draining lymphatic basins are required for tumor response to immune checkpoint inhibition. **a** Experimental schema for **b**, **c**. **b** Left: Representative tumor growth kinetics from 4MOSC1 tumor-bearing animals treated with αCTLA-4 following neck dissection (ND, red lines) or no surgery (blue lines) (*n* = 6/group); right: compiled overall survival data (ND + αCTLA-4 ICI, red lines *n* = 14; αCTLA-4 monotherapy, blue lines *n* = 1; control, black lines *n* = 11). **c** Left: Representative tumor growth kinetics from 4MOSC1 tumor-bearing animals treated with αPD-1 following ND (red lines) or no surgery (blue lines) (*n* = 9/treatment group, *n* = 5 control); right: compiled overall survival data (ND + αPD-1 ICI, red lines *n* = 9; αPD-1 monotherapy, blue lines *n* = 9; control, black lines *n* = 5). **d** Top: Experimental schema; bottom left: representative sagittal CT image illustrating a single 18 Gy dose of radiation therapy targeting the cervical lymphatics (green indicates the area of contouring; red heatmap identifies the intensity of delivered ablative single fraction radiation therapy, OC = oral cavity, E = ethmoid, MCF = middle cranial fossa, H = hyoid). Bottom right: Representative tumor growth kinetics from 4MOSC1 tumor-bearing animals treated with αCTLA-4 monotherapy following 18 Gy delivered to the neck on day 0 (red lines, *n* = 5) or no radiation (green lines, *n* = 5) or control animals (black lines, *n* = 6). **e** Left: Experimental schema; right: tumor growth kinetics from 4MOSC1 tumor-bearing animals randomized to receive sham surgery and αCTLA-4 (green lines, *n* = 6), αCTLA-4 alone (blue lines, *n* = 5) or control (black lines, *n* = 3). **f** Top: Experimental schema; bottom left: representative photographs of MOC1 tumor-bearing animals treated with combination α1A8 + αCTLA-4 with or without ND at day 15; bottom right: Tumor growth kinetics comparing combination treatment (green lines) and treatment after neck dissection (blue lines) (*n* = 5 animals/group). **g** Top left: Experimental schema for **h**; top right: representative photograph of a 4MOSC1 buccal tumor, day 16 (representative of *n* = 5 animals); bottom: representative gross specimen and immunohistochemical images of buccal tumors stained with H&E or anti-pan-CK antibody (representative of *n* = 5 tumors). **h** Top: Tumor growth kinetics from 4MOSC1 buccal tumor-bearing animals treated with αCTLA-4 (blue lines, *n* = 5) versus control (black lines, *n* = 5) or following ipsilateral (red lines, *n* = 5) versus contralateral ND (green lines, *n* = 5); bottom: representative images of 4MOSC1-LucOS tumor-bearing animals after indicated IO treatment, day 4 or 13 after tumor transplantation and surgery at day 3 (*n* = 4–5 animals/group). The differences between experimental groups were analyzed using simple linear regression analysis (**b**, **c**, left, **d**, **e**, **f**, **h**); and, survival analysis was performed using the Kaplan–Meier method and log-rank tests (**b**, **c**, right). All data represent averages ± SEM, except where indicated. ****P < 0.0001. ns not statistically significant. Source data are provided as a Source Data file.

Whether or not neck dissection targeting only tdLNs will compromise the response to ICI has not been reported. To address this, we developed a lateralized oral cavity tumor model in which 4MOSC1 is injected orthotopically into the buccal mucosa (Fig. 2g and Supplementary Fig. 2C), a space from which lymphatics drain exclusively to ipsilateral, regional cervical basins (see above, Fig. 1a, c). We observed that αCTLA-4 therapy leads to complete response in animals bearing 4MOSC1 buccal tumors and that this response is blocked with ipsilateral, but not contralateral, neck dissection (Fig. 2h and Supplementary Fig. 2E), supporting the critical role for tdLNs in mediating the response to ICI.

### Regional tumor-draining lymphatics coordinate antigen-specific CD8-driven immunity in the TIME

The extent to which and mechanisms by which tumor-draining lymphatics influence the tumor immune microenvironment during the response to ICI is not fully understood, although mounting evidence implicates their importance in antitumor immunity^34–38^. To address this, we profiled the TIME in 4MOSC1-tongue tumor-bearing animals treated with ICI after sham surgery or neck dissection. Histological analysis of the TIME with H&E and pan-CK staining reveals a predominantly lymphocytic infiltrate and less infiltrative cancer pattern in the primary tongue tumors of sham-operated animals compared to ND animals (Fig. 3a and Supplementary Fig. 3A). To define the changes in the TIME after neck dissection with greater resolution, we performed cytometry by time of flight (CyTOF), which revealed a tenfold over-representation of CD45- cells and a concomitant decrease in CD8 and CD4 T cells in ND versus sham cohorts, which was confirmed by IHC (Fig. 3b, c and Supplementary Fig. 3B). In addition, immunosuppressive myeloid populations—M-MDSCs and M2-Type macrophages—are overrepresented in the ND cohort (Fig. 3b). Of note, tumors for these experiments were harvested at a timepoint before which an objective change in tumor volume could be appreciated to control for any confounders attributable to tumors undergoing conspicuous, immune-mediated rejection (Supplementary Fig. 3C). The use of the MOC1 tongue tumor model revealed a similar reduction in CD8 T cells in the TIME following ND and treatment with combination αCTLA-4 and α1A8 (Fig. 3d).

**Fig. 3:**
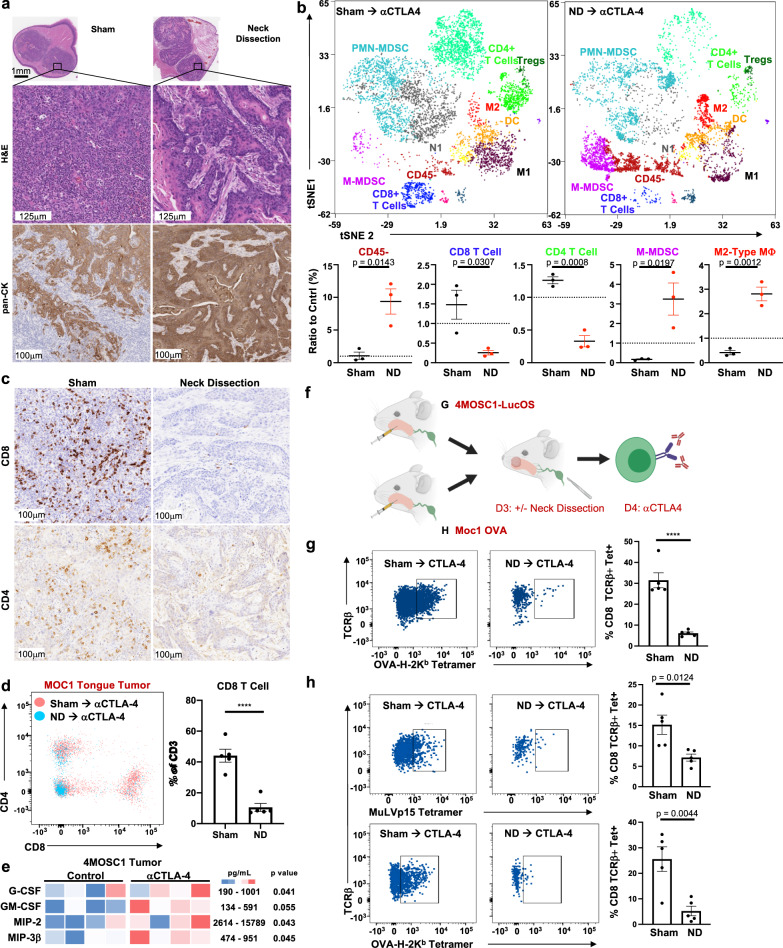
Regional tumor-draining lymphatics coordinate antigen-specific CD8-driven immunity in the tumor microenvironment. **a** Representative immunohistochemical images of 4MOSC1-tongue tumors from animals subjected to neck dissection or sham surgery followed by αCTLA-4 therapy, harvested at day 10. Shown are whole tumor sections, representative high-power H&E, and anti-pan-CK stained sections (representative of *n* = 5 tumors/treatment group). **b** Top: Representative tSNE plots shown from time-of-flight mass cytometry (CyTOF), comparing 4MOSC1-tongue tumors from animals subjected to neck dissection or sham surgery followed by αCTLA-4, harvested at day 10; bottom: quantification of selected populations identified in the TIME of the aforementioned groups (*n* = 3 samples/group). **c** Representative high-power IHC images probing for CD8+ or CD4+ cells in 4MOSC1-tongue tumors from animals subjected to neck dissection or sham surgery followed by αCTLA-4 therapy, harvested at day 10 (representative of *n* = 5 tumors/treatment group). **d** Flow plot and quantification comparing the CD4+ and CD8+ T-cell populations of MOC1 tongue tumors from animals subjected to neck dissection or sham surgery followed by αCTLA-4 therapy (red = sham surgery cohort, blue = neck dissection cohort, *n* = 5/group). **e** Heatmap comparing the expression of select chemokines and cytokines from the TIME of either control or αCTLA-4 treated 4MOSC1-tongue tumor-bearing animals at day 8 (*n* = 4/group). **f** Experimental schema—(**g**) 4MOSC1-LucOS or (**h**) MOC1-OVA tumors. Animals were randomized to receive sham surgery or neck dissection followed by treatment with αCTLA-4, after which tumors were harvested for flow cytometry to detect tumor-specific antigen tumor-infiltrating T cells. **g** Left: Representative flow cytometry plots and; right: quantification identifying TCRβ + OVA-H-2kb Tetramer+ CD8+ T cells from 4MOSC1-LucOS tumor-bearing animals harvested at day 10 after sham surgery or neck dissection and αCTLA-4 (*n* = 5/group). **h** Left: Representative flow cytometry plots; and right: quantification identifying TCRβ + MuLVp15 Tetramer+ or OVA-H-2kb Tetramer+ CD8+ T cells from MOC1-OVA tongue tumor-bearing animals harvested at day 10 after sham surgery or neck dissection and αCTLA-4 (*n* = 5/group). The differences between experimental groups were analyzed using independent, two-sided Student *t* tests (**b**, **d**, **e**, **g**, **h**). All data represent averages ± SEM, except where indicated. ****P < 0.0001. ns not statistically significant. Source data are provided as a Source Data file.

To identify changes in the TIME secretome that precede changes in the intratumoral immune infiltration, we performed a cytokine/chemokine multiplex array comparing control and αCTLA-4-treated 4MOSC1 tumor-bearing animals (Fig. 3e). We found that the pro-inflammatory and myeloid-attractant cytokines, such as G-CSF and MIP-2 (CXCL2), and the DC-activating cytokines, GM-CSF^39^ and MIP-3β (CCL19)^40^, were significantly upregulated in tumors from ICI-treated animals compared to control.

Tumor-specific-antigen CD8 T (TSA-T) cells are appreciated as the primary drivers of antitumor immunity and responders to ICI therapy, as they can recognize and kill cancer cells expressing unique neoantigens^41^. To examine the infiltration of TSA-T cells into the TIME of animals receiving ICI therapy preceded by sham surgery or ND, we drove the expression of the model neoantigen, Ovalbumin (OVA), in our parent 4MOSC1 cell line to generate the 4MOSC1 pLenti-GFP-LucOS model (4MOSC1-LucOS; Supplementary Fig. 3D–F). 4MOSC1-LucOS and Moc1-OVA tongue tumor-bearing animals were treated with αCTLA-4 and subjected to sham surgery or ND (Fig. 3f). We found a roughly fivefold reduction in OVA-H-2K^b^ Tetramer+ CD8 T cells (OVA-Tet+ CD8 T cells) infiltrating into primary tongue tumors of ND-operated animals compared to sham-operated animals (Fig. 3g and Supplementary Fig. 3G, H). Further, we found that 4MOSC1-LucOS tumor-bearing animals having experienced a complete response to αCTLA-4 ICI therapy harbor OVA-Tet+ CD8 T cells that respond robustly to rechallenge with SIINFEKL-loaded bone marrow-derived dendritic cells, as assessed by IFNγ ELISpot assays (Supplementary Fig 3I, J). We validated these findings in MOC1-OVA tongue tumor-bearing animals, probing for TSA-CD8 T cells specific to either OVA or to the MuLVp15 antigen, which is expressed constitutively in this model^42^ (Fig. 3h and Supplementary Fig. 3H).

### Tumor-draining lymphatics harbor a population of conventional type I dendritic cells critical for the response to ICI

We next turned our attention to the tumor-draining lymph nodes that are targeted with neck dissection. An analysis of the secretome in the tdLN after initiation of αCTLA-4 therapy revealed an upregulation of signals to recruit dendritic cells—G-CSF and CXCL2—and others which activate, mature, and potentiate dendritic cells—M-CSF and IL-1β^40,43–45^ (Fig. 4a). In particular, M-CSF has a previously described role as a conventional dendritic cell poietin^46^; and, IL-1β is known to be a critical factor to bridge innate and adaptive antipathogen immunity by driving DC maturation and IL-12 secretion, which in turn facilitate T-cell priming^47,48^. Given the requirement of the tdLN for TSA-T-cell infiltration into tumors and the upregulation of DC-potentiating chemokines and cytokines after ICI, we speculated that DCs within tumor-draining lymphatics are responsible for mounting antitumor adaptive immunity and mediating the host response to ICI.

**Fig. 4:**
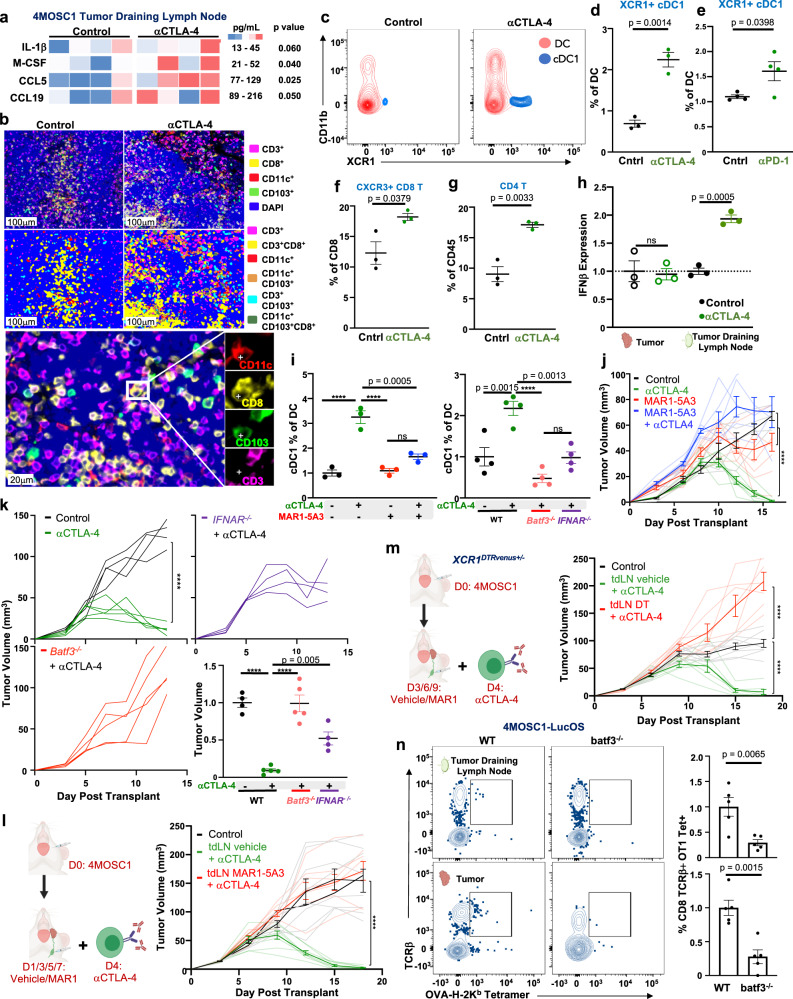
Tumor-draining lymphatics harbor a population of conventional type I dendritic cells critical for the response to ICI. **a** Heatmap comparing the expression of select chemokines and cytokines from tumor-draining lymph nodes of either control or αCTLA-4 treated 4MOSC1 tumor-bearing animals, day 8 (*n* = 4/group). **b** Representative multiplex immunofluorescence images identifying putative conventional type I dendritic cells (cDC1s) within the control or αCTLA-4 treated tdLNs from 4MOSC1 tumor-bearing animals, day 10 (representative of *n* = 10 tdLN/treatment group). **c** Representative flow cytometry contour plots identifying cDC1s (Ly6c-CD64-CD19-NK-CD11c + MHCIIhi CD11b-XCR1 +) from the tdLNs of control or αCTLA-4 treated 4MOSC1 tumor-bearing animals, day 10. **d** Quantification of cDC1s in tdLN after αCTLA-4 (*n* = 3). **e** Quantification of cDC1 in tdLN after αPD-1 (*n* = 4). **f** Quantification of activated CXCR3 + CD8+ T cells in the tdLNs of control or αCTLA-4-treated 4MOSC1 tumor-bearing animals, day 10 (*n* = 3). **g** Quantification of CD4+ T cells in the tdLNs of control or αCTLA-4-treated 4MOSC1 tumor-bearing animals, day 10 (*n* = 3). **h** IFNβ ELISA from tumor and tdLN from control or αCTLA-4 treated 4MOSC1 tumor-bearing animals, normalized to control, day 10 (*n* = 3). **i** Left: Quantification of cDC1s in the tdLNs of 4MOSC1 tumor-bearing WT animals treated with αCTLA-4 (green), MAR1-5A3 blocking antibody (red lines) or combination (blue lines) (*n* = 3 animals/group), day 10; (Right) and, in the tdLNs of WT (black), *batf3*^–/–^ (red), or *ifnar*^–/–^ (purple) animals treated with αCTLA-4 (*n* = 4 animals/group), day 10. **j** Tumor growth kinetics from 4MOSC1 tumor-bearing animals treated with αCTLA-4 (green lines, *n* = 7), MAR1-5A3 blocking antibody (red lines, *n* = 6), combination therapy (blue lines, *n* = 6) or control (black lines, *n* = 6). **k** Tumor growth kinetics from 4MOSC1 tumor-bearing WT control (black lines, *n* = 4) and αCTLA-4 treated animals (green lines, *n* = 5) versus αCTLA-4 treated *batf3*^–/–^ (red lines, *n* = 5) or *ifnar*^−/−^ (purple lines, *n* = 4); bottom right: tumor volume normalized to control at day 13. **l** Left: Experimental schema: 5 μg of MAR1-5A3 blocking antibody or vehicle was injected into the tdLN every 2 days, beginning day 1, for a total of 4 doses. Following the development of conspicuous tumors, animals were randomized to receive αCTLA-4. Right: Tumor growth kinetics from 4MOSC1 buccal tumor-bearing animals treated with αCTLA-4 ICI and tdLN-injected local IFNAR blockade (red lines) or vehicle (green lines) (*n* = 8 animals/treatment group). **m** Left: Experimental schema: 1 μg of diphtheria toxin or vehicle was injected into the tdLN every 3 days, beginning on day 3, for a total of three doses. Following the development of conspicuous tumors, *XCR1*^*DTRVenus+/–*^ animals were randomized to receive αCTLA-4. Right: Tumor growth kinetics from 4MOSC1 buccal tumor-bearing animals treated with αCTLA-4 ICI and tdLN-injected local diphtheria toxin (red lines, *n* = 7) or vehicle (green lines, *n* = 7) versus control (black lines, *n* = 8). **n** Left: Representative flow cytometry plots and; right: quantification identifying TCRβ + OVA-H-2kb Tetramer+ CD8+ T cells from 4MOSC1-LucOS tongue tumor-bearing WT or *batf3*^−/−^ animals, day 10 (*n* = 5). The differences between experimental groups were analyzed using independent, two-sided Student *t* tests (**a**, **d**–**h**, **n**, right), one-way ANOVA (**i**, **k**, bottom right) or simple linear regression analysis (**j**–**m**). All data represent averages ± SEM, except where indicated. ****P < 0.0001. ns not statistically significant. Source data are provided as a Source Data file.

To explore this, we examined cervical, draining lymphatic basins during the response of 4MOSC1-tongue tumors to ICI. We focused on conventional type I dendritic cells (cDC1s), which are recognized as the most potent cross-presenting immune effectors with documented roles in priming antigen-specific T-cell response during antipathogen and antitumor responses^49–51^. Multiplex immunofluoresence analysis of tumor-draining lymph nodes (tdLNs) in 4MOSC1-tongue tumor-bearing animals reveals an accumulation of cDC1s (CD11c^+^CD8^+^CD103^+^CD3^−^) in αCTLA-4 treated animals compared to control-treated animals (Fig. 4b). To quantify the relative abundance of cDC1s in tdLNs of animals treated with ICI, we harvested tdLNs and quantified major DC populations by flow cytometry (Fig. 4c and Supplementary Fig. 4A, B). By design, tdLNs were harvested at a time point prior to observable changes in tumor growth kinetics between control and treatment groups (Supplementary Fig 4C). We found that cDC1s, defined as CD45^+^CD64^−^Ly6C^−^CD11c^+^MHCII^hi^CD11b^−^XCR1^+^ cells^52,53^, are increased twofold following therapy with ICI (Fig. 4d, e). Concomitantly, the activated CD8 T cell (CXCR3+) and total CD4 T-cell populations were significantly overrepresented in ICI-treated animals compared to control within the tdLN (Fig. 4f, g).

Type I interferon (IFN-I) signaling is central to host antitumor immunity, principally through the licensing of cDC1 cells^51,54–56^. To examine the role of IFN-I programs in tdLNs in tumor-bearing animals during the response to ICI, we measured the expression of IFNβ by ELISA in tdLN. We found that IFNβ expression is doubled in the tdLNs, but not the tumors, of ICI-treated animals, suggesting that IFNβ may serve to license LN-associated cDC1s, which, in turn, enhance TSA-CD8 T-cell priming during ICI treatment (Fig. 4h). To explore this possibility, we measured the abundance of cDC1 in tdLNs following IFNAR blockade—achieved with either pharmacological inhibition or in *ifnar*^−/−^ genetically engineered mouse models (GEMMs)—and found that tdLN-associated cDC1s are significantly reduced in both cases (Fig. 4i, right and left, respectively). To more precisely identify the role that IFNAR signaling has in cDC1-mediated T-cell priming, we employed the bone marrow-derived, induced cDC1 (iDC) in vitro model^57,58^. This in vitro model generates bonafide *batf3* cDC1 cells capable of robust cross-presentation following induction with GM-CSF and Flt3L in vitro (Supplementary Fig. 4D–F). To examine the role of IFNAR signaling in licensing iDCs to prime and activate TSA-CD8 T cells, we measured the expression of double positive IL-2+ IFNγ + OT-1 T cells, which feature clonotypically restricted TCRs against the model antigen Ovalbumin, co-cultured with activated iDCs cross-presenting SIINFEKL peptide. We found that OT-1 T cells cultured with SIINFEKL + iDCs readily activate to express IL-2 and IFNγ (Supplementary Fig. 4G). However, the addition of MAR1-5A3 to block IFNAR signaling significantly restrains TSA-CD8 T-cell activation (Supplementary Fig. 4G). Indeed, we show that IFN-I blockade significantly reduces the capacity of OT-1 T cells to kill OVA-expressing target cells following co-culture with activated SIINFEKL cross-presenting iDCs (Supplementary Fig. 4H).

We next hypothesized that IFNAR signaling and cDC1s are central to the tumor response to ICI therapy in our model. To explore this hypothesis, we transplanted 4MOSC1 into the tongues of WT, *Batf3*^−/−^—which lack cDC1s^50^—or *IFNAR*^−/−^ animals and treated with αCTLA-4. We found blockade of IFNAR signaling—achieved with either pharmacological blockade or in *ifnar*^−/−^ GEMM animals—in 4MOSC1-tongue tumor-bearing animals fail to respond to αCTLA-4, suggesting that IFNAR signaling is necessary for the host response to αCTLA-4 (Fig. 4j, k and Supplementary Fig. 4I). Similarly, batf3-deficient animals lacking cDC1s fail to respond to αCTLA-4 (Fig. 4k).

Next, we sought to determine whether the requirement for IFNAR signaling and cDC1s in the host response is exclusive to the tdLN. To accomplish this, we developed a model to locally deliver minute payload via microsyringe injections directly into the tumor-draining lymph nodes of 4MOSC1 buccal tumor-bearing animals (Supplementary Fig. 4J). Importantly, we found that serial microsyringe injection of vehicle into the tdLN did not compromise the overall anatomy or integrity of the tdLN nor the primary tumor (Supplementary Fig. 4K). We first employed this model to determine the necessity of tdLN-exclusive IFNAR signaling for the host response to ICI therapy. Through repeated injections of MAR1-5A3 into the tdLN of 4MOSC1 buccal tumor-bearing animals, we observed the successful blockade of IFNAR exclusively in the tdLN but not the tumor (Supplementary Fig. 4L, M). tdLN IFNAR blockade compromised the primary tumor response to αCTLA-4 ICI (Fig. 4l). Similarly, to determine the necessity of cDC1s in the tdLN for the host ICI response, we employed the *XCR1*^*DTRVenus*^ GEMM to achieve cDC1-specific depletion by exposure to diphtheria toxin (DT)^59^. Delivery of DT into the tdLNs of 4MOSC1 buccal tumor-bearing *XCR1*^*DTRVenus+/–*^ mice led to a localized depletion of cDC1s and the loss of the host ICI response (Fig. 4m and Supplementary Fig. 4N). As a control, local tdLN injection with vehicle did not compromise the host response to ICI therapy (Fig. 4l, m, green lines).

Next, we assessed whether cDC1s can influence the generation and subsequent intratumoral infiltration of TSA-T cells, even in absence of ICI therapy. We found that 4MOSC-LucOS tumor-bearing *batf3*-deficient animals harbor fewer TSA-T cells in both the tdLN and tumor microenvironments (Fig. 4n).

### Rational IO treatment sequencing drives primary tumor treatment responses and immunosurveillance to protect against locoregional nodal metastasis

Given our observations that tdLNs are required for the response to ICI, we hypothesized that delivering ICI in advance of lymphatic ablation will achieve an optimal therapeutic response. To identify effective sequences of IO treatment, we developed a neoadjuvant model in which animals with established tongue tumors are treated with two doses of ICI prior to neck dissection, which is performed either 1 or 6 days after the final dose of ICI—day 6 or day 11 post tumor implantation, respectively (Fig. 5a). The delayed neck dissection timepoint was selected intentionally to precede detectable changes in tumor volume between control and treatment groups but to follow the time at which we observe TSA-T cell infiltration into tumors. We found that two doses of αCTLA-4 is sufficient to mediate a complete response, which is abolished by early but not late ND (Fig. 5b and Supplementary Fig. 5A). Similarly, early but not late neck dissection blocks the tumor response to αPD-1 ICI (Fig. 5c). This empiric model of treatment sequencing enabled us to explore the timing of the contribution of IFNAR signaling and cDC1s to the host response to therapy. To address this, we blocked IFNAR signaling pharmacologically with systemic delivery of the depleting antibody, MAR1-5A3, either coincident with tumor implantation or delayed to co-occur with ICI delivery (Fig. 5d). We found that delaying IFNAR blockade permits the tumor response to therapy and leads to a twofold increase in tdLN-associated cDC1s (Fig. 5e–g and Supplementary Fig. 5B). In a similar fashion, to determine the temporal role for cDC1s during the ICI response, we employed the *XCR1*^*DTRVenus*^ GEMM to deplete cDC1 with diphtheria toxin either 1 or 6 days after the final dose of ICI (Fig. 5h, i)^59^. We found that while early cDC1 depletion prevents the tumor response to ICI, the tumor response to treatment is preserved with delayed cDC1 depletion (Fig. 5j, k).

**Fig. 5:**
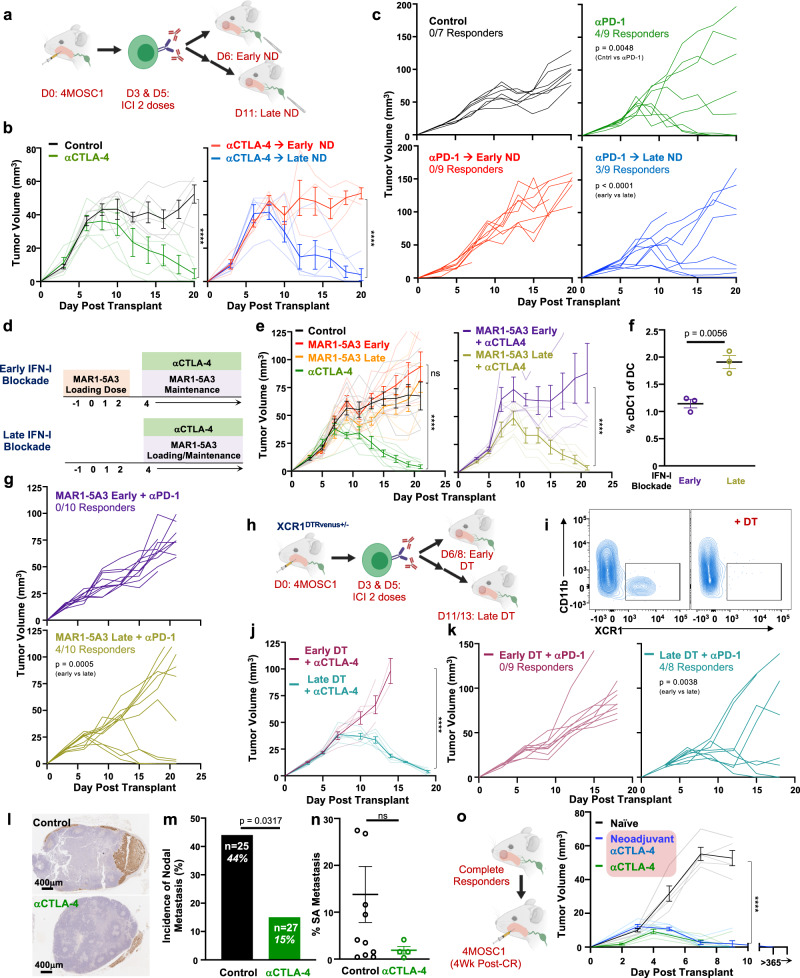
Rational IO treatment sequencing drives primary tumor treatment responses and immunosurveillance to protect against locoregional nodal metastasis. **a** Experimental schema for **b**, **c**. **b** Tumor growth kinetics from 4MOSC1 tumor-bearing control animals (black lines, *n* = 5) or αCTLA-4-treated animals (green lines, *n* = 5), followed by either early (red lines, *n* = 4) or late (blue lines, *n* = 5) neck dissection. **c** Tumor growth kinetics from 4MOSC1 tumor-bearing control animals (black lines, *n* = 7) or αPD-1-treated animals (green lines, *n* = 9), followed by either early (red lines, *n* = 9) or late (blue lines, *n* = 9) neck dissection. **d** Experimental schema for **e**, **g**. **e** Left: Tumor growth kinetics from 4MOSC1 tumor-bearing control animals (black lines, *n* = 7) or αCTLA-4 treated animals (green lines, *n* = 7), early IFNAR blockade animals (red lines, *n* = 7), or late IFNAR blockade animals (orange lines, *n* = 7). Right: Tumor growth kinetics from 4MOSC1-tongue tumor-bearing animals treated with αCTLA-4 after receiving early IFNAR blockade (purple lines, *n* = 6) or late IFNAR blockade (dark yellow lines, *n* = 7). **f** Percent cDC1s in the tdLNs of 4MOSC1 tumor-bearing animals treated with αCTLA-4 after receiving early (purple lines) or late (dark yellow lines) IFNAR blockade (*n* = 3/group). **g** Tumor growth kinetics from 4MOSC1 tumor-bearing animals treated with αPD-1 after receiving early (purple lines) or late (dark yellow lines) IFNAR blockade (*n* = 10/group). **h** Experimental schema for **j**, **k**. **i** Representative flow cytometry plots demonstrating the conditional depletion of cDC1s in αCTLA-4 treated 4MOSC1-tongue tumor-bearing *XCR1*^*DTRvenus+/−*^ animals one day after systemic delivery of diphtheria toxin (DT) (representative of *n* = 5 independent samples/group). **j** Tumor growth kinetics from 4MOSC1 umor-bearing *XCR1*^*DTRvenus+/−*^ animals treated with αCTLA-4 and (purple lines) or late (turquoise lines) DT (*n* = 3 animals/treatment group). **k** Tumor growth kinetics from 4MOSC1 tumor-bearing *XCR1*^*DTRvenus+/−*^ animals treated with αPD-1 and early (purple lines, *n* = 9) or late (turquoise lines, *n* = 8) DT. **l** Representative immunohistochemical images of tdLNs stained with pan-CK rom 4MOSC1-tongue tumor-bearing animals treated with two doses of αCTLA-4 compared to control, day 11, with; (**m**) Incidence of metastatic disease in tdLNs (*n* = 25–27 individual tumor-draining lymph nodes/group); and, (**n**) Quantification of the burden of metastatic disease among tdLNs with occult nodal disease from 4MOSC1 tumor-bearing animals treated with two doses of αCTLA-4 (*n* = 4) compared to control (*n* = 11). **o** Left: Experimental schema; right: tumor growth kinetics in naive (black lines) or previous complete responders after either six doses (green lines) or two doses of αCTLA-4 (blue lines) (naive *n* = 5/group; long-term survival, *n* = 3/group). The differences between experimental groups were analyzed using independent, two-sided Student *t* tests (**f**, **n**), fisher’s exact test (**m**) or simple linear regression analysis (**b**, **c**, **e**, **g**, **j**, **k**, **o**). All data represent averages ± SEM, except where indicated. ****P < 0.0001. ns not statistically significant. Source data are provided as a Source Data file.

Locoregional (LR) recurrence for HNSCC patients remains an outstanding clinical problem, with significant recurrence rates in patients with advanced disease^27,60^. Our 4MOSC1 orthotopic model features a regional metastatic burden (~44% in tdLNs, Fig. 1f), which is similar to the incidence of regional metastasis observed in oral SCC patients^61^. While recent reports from emerging neoadjuvant “window of opportunity” immunotherapy trials in HNSCC are reporting improvements in primary tumor control^62^, rates of control for LR disease with upfront ICI remain unknown. To explore this, we probed, first, for the presence of metastasis in tdLNs; and, second, for the overall burden of disease in tdLNs with occult metastasis (met+), as assessed by IHC with pan-CK in tdLNs harvested after surgery at day 10—a timepoint at which the primary tumor burden between treatment groups is not significantly different (Fig. 5l–n). We observed that αCTLA-4-treated tongue tumor-bearing animals harbor a nearly three-fold reduction in overall metastatic burden compared to control (15% [*n* = 27] vs 44% [*n* = 25] regional met+, *P* = 0.0317). In addition, analysis of disease burden among met+ tdLNs reveals that αCTLA-4 reduces the burden of disease as assessed by the percent of surface area with the disease per individual met+ LN. This provides evidence that ICI may control both the development and progression of regional metastasis in HNSCC.

In addition, we sought to address whether a complete primary tumor response to neoadjuvant immunotherapy might also confer durable immunity in HNSCC. To test this, we employed a model in which 4MOSC1-tongue tumor-bearing animals are treated with αCTLA-4, which leads to complete rejection in immunocompetent hosts. Re-challenging these complete responder animals with parental 4MOSC1 leads to rapid and complete tumor clearance, similar to traditional tumor vaccination models with implantation of irradiated tumor cells^30^. We observed that animals with complete response to neoadjuvant therapy are imbued with long-lasting antitumor immunity and reject rechallenge with parental tumors (Fig. 5o). In tandem, we sought to determine whether durable anticancer immunity can be conferred distal to and independent of regional, cervical lymphatics. To address the necessity of tumor-draining lymphatics after a complete response to IO therapy, we performed neck dissections in our ICI-treated animals that had achieved complete responses. We found that ablation of regional tumor lymphatics in complete responder animals does not impair host immunity, as they robustly reject tumor rechallenges (Supplementary Fig. 5C). Together, these finding suggests that upfront IO therapy, delivered prior to lymphatic ablation, may confer immunologic control of locoregional recurrences by driving immunosurveillance programs from the periphery.

### Lymphatic-sparing IO therapy mobilizes peripheral antitumor immunity

In order to explore the host peripheral immune response to IO treatment sequencing, we analyzed the transcriptome of whole blood from animals receiving ICI and either early or late neck dissection. We hypothesized that sequencing neck dissection in a delayed fashion after ICI, which leads to complete primary tumor response and regional control of metastasis, would concomitantly lead to peripheral immune responses that are not observed with immediately sequenced neck dissection. For these studies, we collected whole blood for RNAseq at a timepoint following delayed neck dissection but preceding a significant change in the tumor volume between treatment cohorts (Fig. 6a). 

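Whole blood RNA of 15 mice was sequenced, with 1 library per mouse. Of these mice, 5 had received αCTLA-4 and early neck dissection (ND), 5 had received αCTLA-4 and late ND, and 5 were untreated. The animals of the ND groups carried orthotopic tumors of 4MOSC1, a mouse oral squamous cell carcinoma line. The legend of Fig. 6 places early ND on day 6, late ND on day 11 and blood sampling on day 10 after transplantation. The text instead places sampling after the delayed ND. By the legend, the late ND mice had not yet been operated on when they were bled, and by the text they had. The words "after late ND" therefore name the group below, whichever holds. The authors deposited the number of read pairs that HTSeq-count assigned to each gene, without normalization. Between 5527108 and 7182346 counts per mouse fell on genes after early ND (median 6727311), between 7849602 and 13924361 after late ND (median 10929570) and between 5862888 and 10796099 in untreated mice (median 6266684). The 3 pairs of groups were compared for 6 library measures by two-sided exact permutation tests with Benjamini-Hochberg adjustment over the measures. Every late ND library held more gene counts than every early ND library (p = 0.00794, adjusted p = 0.00794, exact permutation test, the smallest p that 5 mice against 5 allow). The hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt took 48.5% ± 10.4 (SD, n = 5) of gene counts after early ND, 22.0% ± 6.73 (SD, n = 5) after late ND and 48.4% ± 12.7 (SD, n = 5) in untreated mice. This share was lower in each late ND mouse than in each early ND mouse (exact permutation test, p = 0.00794, adjusted p = 0.00794). In 3 libraries, untreated 2, late 2 and late 3, the 18S ribosomal RNA gene Rn18s-rs5 had 313 to 766 CPM (counts scaled by the total of a library), against at least 13402 in each of the other 12. Among the libraries rich in 18S sequence, the hemoglobin share was 24.4% in 3 late ND mice and 48.5% in 5 early ND mice (exact permutation test, p = 0.0357, adjusted p = 0.0429), but Rn18s-rs5 was also lower there in late ND mice, at a mean of 21014 against 39405 CPM (exact permutation test, p = 0.0179, adjusted p = 0.0357). The libraries poor in 18S sequence include no early ND mouse, so the comparison could not be made among them.

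**Figure D1:**
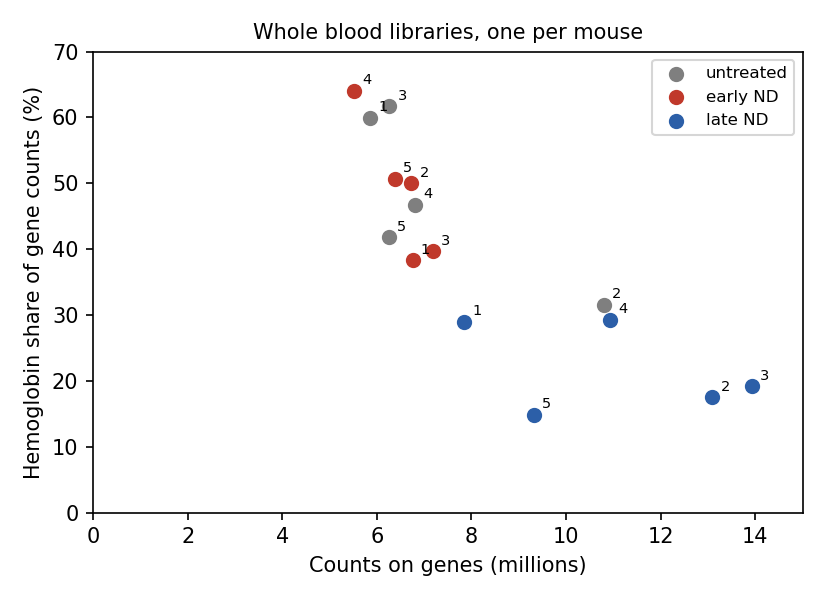
Counts on genes (horizontal axis) and the percent of them on hemoglobin genes (vertical axis) for each of the 15 libraries, numbered by mouse. The 5 late ND libraries hold 29.3% hemoglobin or less, and the 5 early ND libraries hold 38.3% or more.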

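Variance-stabilized counts (DESeq2) of the 500 most variable genes were used for the principal components of the 10 libraries from mice with early or late ND. The first component (PC1) held 54.2% of the variance and the second (PC2) 23.2%. The mean PC1 score was 12.9 ± 7.13 (SD, n = 5) after late ND and -12.9 ± 13.9 (SD, n = 5) after early ND. The difference of 25.8 was larger than the spread in either group (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0317 over the 2 components). The groups overlapped at 1 mouse, early 3, whose score of 7.55 lay above that of late 2 at 7.45. On PC2 the groups differed by -9.23, which was within their spread (exact permutation test, p = 0.214, adjusted p = 0.214). Among the genes with the most negative PC1 loadings were Rn18s-rs5, Rsad2, Trim10 and Diaph3, of which Rn18s-rs5 also had the largest PC2 loading. The most positive PC1 loadings belonged to Scd3, Saa3, Elovl3, Lrp2 and Stfa2. Among the 8 libraries rich in 18S sequence the PC1 difference was 27.3 (exact permutation test, p = 0.0536). The share of PC1 moved most, to 41.3%, when all genes that passed the filter on low counts were used.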

Principle component analysis of the transcriptome from whole blood between these groups reveals that the timing of surgery alone alters the global transcriptome of the peripheral immune compartment (Fig. 6b). To identify patterns of transcriptomic changes that can account for the divergence between groups, we performed gene set enrichment analysis (GSEA)^63,64^, employing the Gene Ontology (Biological processes) and ImmuneSigDB collections^65^, which identified gene sets related to host immunity as those which are most significantly different. 

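Lists of genes for 14 cell types and programs were scored per mouse as the mean log2 CPM of their genes, with TMM normalization. The 5 late ND and 5 early ND mice were compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 14 lists. The neutrophil list, which shares no gene with Fig. 6c, scored 8.18 ± 0.53 (SD, n = 5) after late ND and 7.01 ± 0.80 (SD, n = 5) after early ND. This difference of 1.18 exceeded the spread but did not pass after adjustment (exact permutation test, p = 0.0397, adjusted p = 0.111), and 3 of the 5 late ND mice scored above every early ND mouse. The erythroid list fell by 2.06, from 6.51 ± 1.01 (SD, n = 5) after early ND to 4.45 ± 0.39 (SD, n = 5) after late ND (exact permutation test, p = 0.00794, adjusted p = 0.0370, lower in 5 of 5 late ND mice than in any early ND mouse). The hemoglobin list fell by 2.03 with the same p-values and the same separation of the mice. Scored with all 15 libraries, the erythroid and hemoglobin lists differed by -2.08 and -2.06 (exact permutation tests, each p = 0.00794, adjusted p = 0.0556). The dendritic cell list was higher by 0.28 in late ND mice (exact permutation test, p = 0.00794, adjusted p = 0.0370, 5 of 5 mice), but scored with all 15 libraries it was higher by 0.17 (exact permutation test, p = 0.127, adjusted p = 0.198), and it passed neither with camera, a competitive gene set test (adjusted p = 0.324), nor with preranked GSEA (adjusted p = 0.453). Differences in the monocyte list (0.39, p = 0.135, adjusted p = 0.189, exact permutation test) and in the B cell list (-0.43, p = 0.183, adjusted p = 0.232, exact permutation test) were not separable from the spread between mice. Camera called the monocyte list higher (adjusted p = 0.0206) and the B cell list lower (adjusted p = 0.00297), and preranked GSEA the B cell list lower (adjusted p = 0.0287) but not the monocyte list higher (adjusted p = 0.187). Both gene set tests set the genes of a list against other genes, so their p-values do not measure the spread between mice. The setting that moved the number of lists past the threshold most was camera, under which 10 of the 14 lists passed the adjusted threshold in place of 3. Other settings lowered the number. It was 0 with DESeq2 size factors, with the median over a list's genes and with at least 10 counts in every library. A fall to 0 can follow from a single list, because the adjustment depends on how many lists reach the smallest p. Scored with all 15 libraries, the erythroid and hemoglobin lists kept that p of 0.00794, and their adjusted p was 0.0556 (exact permutation tests). With each mouse left out in turn, from 0 to 3 lists passed. Under a preranked GSEA on the DESeq2 log2 fold change 8 passed, with a normalized enrichment score of 2.52 for the neutrophil list (adjusted p = 0.00157). Camera also called the neutrophil list higher (adjusted p = 6.25e-09). With library totals in place of TMM normalization, 7 lists passed, and the B cell list changed direction (0.46), as that scaling raised the median log2 fold change of all genes to 0.86.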

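Fig. 6c lists 23 different genes, 12 under myeloid leukocyte mediated immunity and 12 under a set that contrasts central memory with naive CD8 T cells, with Mmp9 in both. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13315 genes, 23 of 23 were higher after late ND, with log2 fold changes from 1.01 to 1.81 (median 1.19) and adjusted p from 0.0250 to 0.111. The 9 genes with an adjusted p under 0.05 were Tlr2, Mcemp1, Hk3, Rab44, Mmp8, Cd177, Stard8, Sfxn5 and Fnip2. Adjusted over the 23 genes alone, 23 passed, which shows no stability because the genes are the paper's own calls on these data. For 4 of them, Tlr2, Mcemp1, Hk3 and Stard8, every late ND mouse lay above every early ND mouse, a separation in either direction that chance gives for 0.794% of genes with 5 mice against 5. Mmp8 (ENSMUSG00000005800), which lies on chromosome 9 of GRCm39 from 7558457 to 7568487, had 662 ± 341 CPM (SD, n = 5) after late ND and 189 ± 120 CPM (SD, n = 5) after early ND. These CPM, like those of the other genes compared between groups below, were scaled with TMM normalization and not by library totals alone. The log2 fold change of Mmp8 was 1.81 (standard error 0.48, adjusted p = 0.0496 from edgeR's test). Tlr2 (ENSMUSG00000027995), on chromosome 3 from 83743576 to 83749074, had 53.0 ± 18.9 CPM (SD, n = 5) after late ND and 21.5 ± 7.15 CPM (SD, n = 5) after early ND, a log2 fold change of 1.29 (standard error 0.27, adjusted p = 0.0250 from edgeR's test). A share of 0.65 of the exon bases of Lrg1 lies opposite another gene, so its counts are uncertain. With DESeq2's Wald test 23 of the 23 passed, and with the hemoglobin share as a covariate 0 passed, 15 of them at an unadjusted p under 0.05, a share that does not overlap between the groups and so cannot be separated from them. Among the libraries rich in 18S sequence 0 passed and 23 had an unadjusted p under 0.05. Lists of T cell genes written separately from Fig. 6c were also scored. The T cell list differed by -0.28 (p = 0.119, adjusted p = 0.185, two-sided exact permutation test, n = 5 per group), the list of naive and central memory T cell genes by -0.39 (p = 0.0397, adjusted p = 0.111, exact permutation test) and the list of CD8 and cytotoxic effector genes by -0.058 (p = 0.706, adjusted p = 0.714, exact permutation test). Camera called the T cell list and the naive and central memory list lower after late ND (adjusted p of 0.00191 or less) but not the CD8 and cytotoxic effector list (adjusted p = 0.379). Preranked GSEA called the T cell list lower (normalized enrichment score -1.70, adjusted p = 0.0201) and neither of the others (adjusted p = 0.0535 and 0.724). Here too, the p-values of both gene set tests compare genes and not mice. With library totals in place of TMM normalization the 3 differences were 0.61, 0.49 and 0.82, because that scaling raised the median log2 fold change of all genes from 0.014 to 0.86, which says nothing of T cell genes in particular.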

Illustratively, we show GSEA analysis featuring signatures related to myeloid activation and T-cell immunity in late neck dissection treatment sequences (Fig. 6c). To explore this further, we employed gene ontology (GO) analysis, focusing on significantly upregulated, differentially expressed genes (*P*_adj_ < 0.05, Log_2_FC > 1, minimum gene/set 30). 

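Of the 13315 genes that passed edgeR's filter on low counts, 333 were higher and 330 lower after late ND than after early ND at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment, 5 mice per group). The log2 fold change was above 1 for 76 of the higher genes and below -1 for 230 of the lower genes. An unadjusted p under 0.05 was found for 1921 higher and 1242 lower genes. The call moved most with the scaling, since library totals in place of TMM normalization gave 8923 higher and 137 lower genes and moved the median log2 fold change of all genes from 0.014 to 0.86. DESeq2's Wald test gave 789 higher and 650 lower genes, of which 160 had a log2 fold change above 1. Among the 3 late ND and 5 early ND libraries rich in 18S sequence, 4 genes were higher and 0 lower, with 1732 and 1481 at an unadjusted p under 0.05. Of the 663 genes called with all mice, 661 were also tested in these libraries, and 661 kept their direction. A kept direction was likely, because these libraries are part of the same comparison. Genes with a mean of at least 50 counts and no overlap between the groups, which chance gives for 0.794% of genes, were ranked by fold change. Among the 5 largest rises were C1rl, Ceacam10, Fn1 and Map3k6. C1rl (ENSMUSG00000038527), on chromosome 6 of GRCm39 from 124470055 to 124487604, had 7.34 ± 1.99 CPM (SD, n = 5) after late ND and 2.12 ± 1.25 CPM (SD, n = 5) after early ND, a log2 fold change of 1.86 (standard error 0.34, adjusted p = 0.0132 from edgeR's test), and a share of 0.402 of its exon bases lies opposite another gene, which leaves its counts uncertain. Fn1 (ENSMUSG00000026193), on chromosome 1 from 71624673 to 71692419, rose from 74.3 ± 21.2 CPM (SD, n = 5) to 232 ± 83.4 CPM (SD, n = 5), a log2 fold change of 1.64 (standard error 0.25, adjusted p = 0.0126 from edgeR's test). Ceacam10 and Map3k6 had log2 fold changes of 1.65 and 1.50, each higher in 5 of 5 late ND mice (adjusted p = 0.0379 and 0.0498 from edgeR's test). Among the 5 largest falls were Cyp4b1-ps2, Diaph3, Prxl2a and Bnip3l-ps. Diaph3 (ENSMUSG00000022021), on chromosome 14 from 86892790 to 87378707, had 16.2 ± 5.19 CPM (SD, n = 5) after late ND and 109 ± 66.6 CPM (SD, n = 5) after early ND, a log2 fold change of -2.74 (standard error 0.40, adjusted p = 0.0118 from edgeR's test). Prxl2a had a log2 fold change of -2.67, lower in 5 of 5 late ND mice (adjusted p = 0.0126 from edgeR's test). The pseudogenes Cyp4b1-ps2 and Bnip3l-ps (log2 fold changes of -2.78 and -2.64) overlap other genes on the same strand in all their exon bases, so their counts are uncertain.

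**Figure D2:**
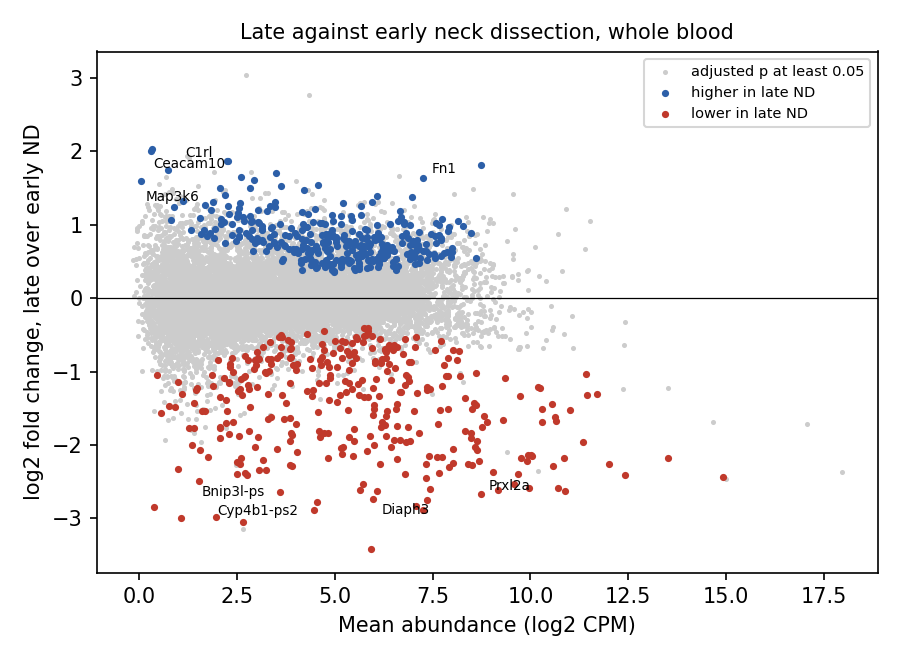
Log2 fold change of late over early ND (vertical axis) against mean abundance in log2 CPM (horizontal axis) for each gene tested by edgeR, 5 mice per group and 1 point per gene. Blue points mark the 333 genes higher and red points the 330 genes lower after late ND at an adjusted p under 0.05, and the 8 genes named here for their rise or fall are labelled.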

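The chemokine, chemokine receptor and formyl peptide receptor families, which guide leukocyte migration, were taken by gene symbol. Of the 13315 genes tested, 29 belong to these families, and 0 of them were among the 76 genes with an adjusted p under 0.05 and a log2 fold change above 1 after late ND (one-sided Fisher's exact test, p = 1), where chance gives fewer than 1, so a count of 0 carries little information. At an unadjusted p under 0.05, 5 of the 226 genes above that fold change were members, Ccr1, Ccr2, Cxcr2, Fpr1 and Fpr2 (Fisher's exact test, p = 0.000115). DESeq2's Wald test, the setting that gave the smallest p, placed 6 members among its 160 higher genes, Ccr1, Ccr2, Cxcl2, Cxcr2, Fpr1 and Fpr2 (Fisher's exact test, p = 1.09e-06). Genes are not independent replicates, so these tests describe the lists of genes and not the mice.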

GO analysis indicated that treatment sequences in which lymphatic ablation is delayed relative to ICI engenders a robust host immune response, during which immune effectors are activated, and programs of defense are marshaled (Fig. 6d). These findings suggest that the successful host response to ICI extends from the locoregional space to the periphery (Fig. 6e).

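The list of type I interferon-stimulated genes, which holds 16 genes including Rsad2, Irf7 and Isg15, scored 5.19 ± 0.66 (SD, n = 5) in blood after late ND and 5.91 ± 0.52 (SD, n = 5) after early ND. The difference of -0.72 was not separable from the spread between mice (two-sided exact permutation test, p = 0.0952, adjusted p = 0.167), and 2 of the 5 late ND mice scored below every early ND mouse. Gene set tests called this list lower after late ND, camera with an adjusted p of 0.000250, camera with the replicate number as a block with 0.000234 and preranked GSEA with 0.00645 (normalized enrichment score -1.87). These tests set the genes of the list against other genes, so their p-values do not measure the spread between mice. With library totals in place of TMM normalization the difference was 0.17, a scaling that raised the median log2 fold change of all genes to 0.86. From the PCA, the gene sets and the GO terms of the blood of these mice, the paper proposes that the response to ICI reaches from the locoregional space into the periphery when neck dissection is delayed.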

**Fig. 6:**
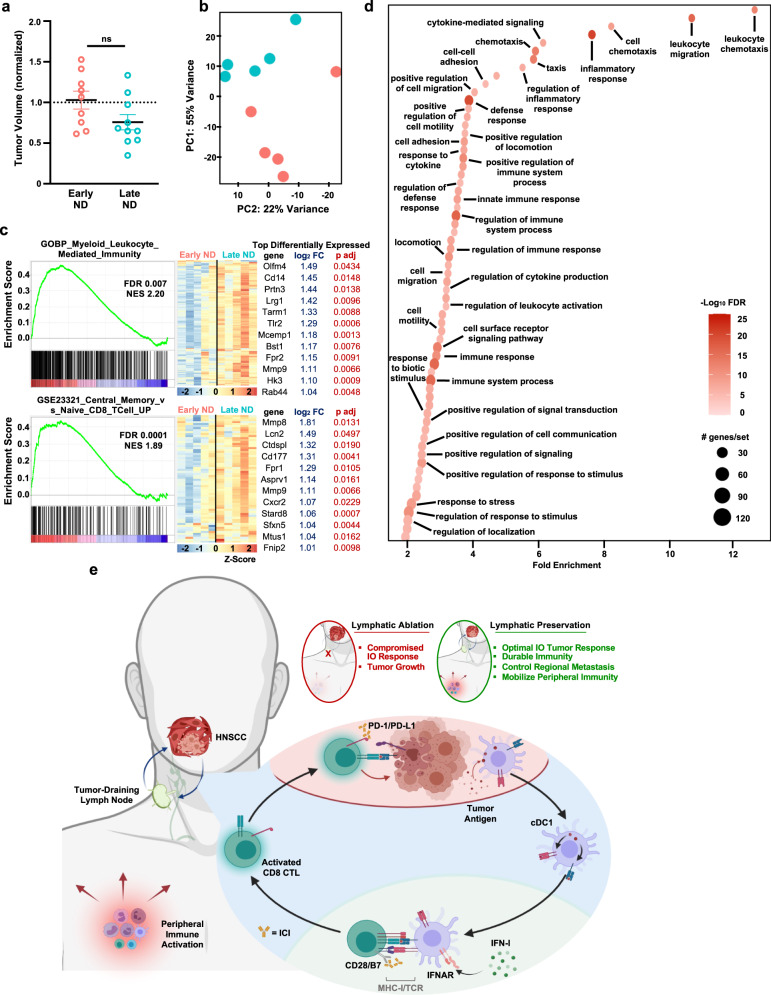
Lymphatic-sparing IO therapy mobilizes peripheral antitumor immunity. **a** Normalized tumor volumes on day 9 or 10 after orthotopic transplantation of 10^6^ 4MOSC1 tumor cells and treatment in vivo with two doses of αCTLA-4 followed by either an early (red, *n* = 9) or late (blue, *n* = 10) neck dissection—day 6 versus day 11. **b** Principal component analysis plot from whole blood RNA sequencing, performed at day 10 after transplantation of 10^6^ 4MOSC1 tumor cells and treatment in vivo with two doses of αCTLA-4 followed by either an early (red) or late (blue) neck dissection—day 6 versus day 11, calculated and plotted with DESeq2, *n* = 5. **c** Left: Representative gene set enrichment mountain plots of differentially expressed genes; and right: corresponding heatmaps depicting the row normalized Z-score of the top differentially expressed genes from those gene sets identified in analysis of whole blood RNA sequencing after transplantation of 10^6^ 4MOSC1 tumor cells and treatment in vivo with two doses of αCTLA-4, followed by either an early (red), or late (blue) neck dissection. **d** Bubble plot illustrating the top hits from a Gene Ontology analysis, illustrating GO hits enriched in late vs early ND treatment sequencing groups as described in Fig. 5a (log_2_FC > 1, adjusted *P* value < 0.05 upregulated genes identified in analysis of whole blood RNA sequencing; *n* = 5). **e** Cartoon describing the central role that the tumor-draining lymph node plays in the response to ICI therapy and the outcome of rational, lymphatic-preserving treatment sequencing in HNSCC; see text for details. The differences between experimental groups were analyzed using independent, two-sided *t* tests (**a**), DESeq2 (**c**) or Log_2_FC *P* < 0.05 (**d**). All data represent averages ± SEM, except where indicated. ns   not statistically significant. Source data are provided as a Source Data file.

## Discussion

Collective clinical experience with IO therapy, while promising, has demonstrated limitations in both r/m and locally advanced HNSCC. In the r/m setting, αPD-1 ICI yields only limited responses^18–20^, and αCTLA-4 ICI, which has demonstrated benefit for other solid tumors with similar immune infiltrate^22^ and mutational burden^21^, has failed to demonstrate clinical benefit in HNSCC^23,66^. More recently, in the curative-intent setting for locally advanced disease, emerging evidence from phase III clinical trials now indicates that adding αPD-1 ICI to conventional therapies confers no additional benefit^25^. Together, these data raise the possibility that the current standard of care therapies for HNSCC may interfere with the host’s ability to respond to immune-oncology therapy. Specifically, our hypothesis is that locoregional therapies for HNSCC, which by design ablate locoregional lymphatics, compromise host immunity and the tumor response to ICI.

Primary murine preclinical models, particularly syngeneic tumor models, have afforded tremendous insight into the dynamics of tumor–immune interactions and the design of effective IO therapies^67–71^. Most recently, “next-generation” syngeneic preclinical models have been characterized, featuring mutational signatures analogous to that of their human cancer counterparts, transplantability into orthotopic sites, and profiles of immune infiltration and response to IO therapy similar to that observed clinically^5,30,72–74^. As such, these sophisticated preclinical systems are uniquely suited to address the contemporary challenges of deconstructing cancer-immune dynamics and designing rational new IO therapies. Leveraging the power of these preclinical models, many conceptual advances have been made in understanding how conventional anticancer therapies influence the efficacy of immunotherapy and in optimizing those interactions to yield improved oncologic outcomes^67,75^. And, there is mounting evidence suggesting that the efficacy of ICI may depend upon an intact tumor-lymphatic axis^34–38^. However, to date, a tractable and clinically relevant model ablating tumor-draining lymph nodes—and, thus reflecting standard of care clinical practice—to simultaneously interrogate local, regional and systemic immune responses and tumor–immune interactions during IO therapy in HNSCC has not been available. This has precluded the ability to address the dynamic host response to multimodal therapy. Specifically, translatable models in which standard of care lymphablative therapies can be employed are lacking. To address this and begin to answer the outstanding questions regarding the design of optimal IO therapy, we developed a preclinical system in which several key elements of modern IO therapy for HNSCC have been applied to a next-generation, syngeneic, translational model. Here, we employ a clinically relevant, syngeneic tobacco-signature 4MOSC oral SCC preclinical model to address our hypothesis and, ultimately, to define rational IO treatment sequences for locoregional HNSCC. We mapped tumor-draining lymphatics and developed models for regional nodal ablation with surgery or ablative radiation therapy. Our tumor model faithfully drains to defined regional, nodal basins and bears a propensity for occult regional metastasis similar to that appreciated clinically^27,29^. Remarkably, we found that ablating tumor-draining lymphatics eradicates the tumor response to ICI and leads to significantly worse overall survival. Within the TIME, lymphatic ablation reverses the beneficial antitumor effect of ICI; and, instead, promotes immunosuppression with reduction of tumor-specific antigen CD8 T-cell infiltration. Ultimately, we were able to define a rational IO therapeutic strategy that mobilizes peripheral immunity, achieves an optimal primary tumor response, confers durable immunity and controls the development of regional lymphatic metastasis.

Principal among the challenges impeding the rational design of maximally effective IO therapy is how to combine and sequence treatments with respect to the host multisystem tumor-lymphatic-vascular anticancer response^67^. Traditionally, advances in treating locoregional HNSCC have been facilitated by the stepwise addition of novel treatments onto the framework of existing standard of care treatments. However, the introduction of immunotherapies into standard of care management for HNSCC has not motivated practice-defining, parallel efforts to explore optimal treatment sequencing. Rather, the landmark clinical trials defining how we employ IO therapy in HNSCC have recruited patients who have contemporaneously or previously received lymphablative therapy, which we hypothesized would compromise the tumor response to IO therapy. Indeed, taking advantage of the high sensitivity of our preclinical model to αCTLA-4, which may be in part due to regulatory T-cell depletion not observed with the human targeting antibody^76^, the data presented here support that standard locoregional, lymphablative therapies for HNSCC compromise the primary tumor response to ICI, thereby providing insights that can be applied to define rational IO treatment sequences that optimize antitumor immunity orchestrated by regional lymphatics. Interestingly, these findings may provide a rationale for re-exploring the use of αCTLA-4 for HNSCC patients. Although αCTLA-4 delivered in tandem with standard therapies has failed to demonstrate benefit in HNSCC^24,66^, our findings suggest that αCTLA-4 may prove efficacious if sequenced in advance of ablative therapies. Additionally, we have extended our key observations in this work with αPD-1, which is approved for HNSCC, suggesting that rational treatment sequencing with delayed lymphatic ablation may also increase αPD-1 IO responses in HNSCC patients. Aligned with this prediction, a recently reported phase I clinical trial in patients with previously untreated locally advanced HNSCC delivered αPD-1 ICI in combination stereotactic radiation directed only to the gross tumor—hence, sparing uninvolved draining regional lymphatics—followed by surgical resection, resulted in increased complete pathological responses and clinical to pathological downstaging of most patients^77^. This recent report and our current preclinical work support further clinical evaluation of the role of neoadjuvant or induction ICI for newly-diagnosed HNSCC with the goal of improving overall treatment responses and regression-free survival. In more general terms and from a translational standpoint, our findings suggest that IO therapy may need to be sequenced with ICI delivered sufficiently in advance of standard oncologic therapies, which by design compromise tumor-draining lymphatics—a strategy that may extend well beyond HNSCC to improve outcomes for a host of other cancers patients. Such a treatment sequencing approach may enable optimal primary tumor responses to IO therapy and, simultaneously, initiate regional and peripheral programs of immunosurveillance, conferring durable anticancer immunity.

Mechanistically, our preclinical studies strongly support the rationale for upfront lymphatic-preserving IO therapy, particularly to harness the endogenous IFN-I- and cDC1-driven antitumor response in the immediate period following delivery of ICI. We found that αCTLA-4 ICI marshals a robust locoregional antitumor immune response. An analysis of the TIME and tdLN after αCTLA-4 ICI revealed a significant upregulation in patterns of cytokines and chemokines known to drive antitumor immunity and, in some cases, under current investigation as adjuncts to IO therapy both as single agents and in combinations for various cancers^43^. Moreover, the combination of cytokines and chemokines whose expression increased following αCTLA-4 ICI —GM-CSF/CCL19 within the TIME and G-CSF/CXCL2 and M-CSF/IL-1β within the tdLN—are known to potently drive DC recruitment, maturation, and function, specifically antigen processing and cross-presentation^40,43–45^. In particular, M-CSF has a previously described role as a conventional dendritic cell poietin^46^; and IL-1β is known to be a critical factor to bridge innate and adaptive antipathogen immunity by driving DC maturation and IL-12 secretion, which in turn facilitate T-cell priming^47,48^. Taken together, these findings suggest that DC mobilization and activation may be central to the tumor response to αCTLA-4. In support, we find that conventional type I dendritic cells and IFN-I signaling within tdLNs are critical for the priming and subsequent tumor-infiltration of tumor-specific antigen cytotoxic lymphocytes, which aligns more broadly with a host of reports defining the essential function of cDC1s and IFN-I signaling in host immunity^51,53,54,56,78,79^. While we find that IFNAR signaling and cDC1s—specifically within the tumor-draining lymph node—are critical for the host ICI response, the successful antitumor ICI response is likely multifactorial and will require additional investigation.

Recent reports from the clinical literature have demonstrated a positive correlation between the onset of immune-related adverse events (irAEs) and the tumor response to ICI^80–82^, suggesting that effective IO therapy should be reflected and manifest proximal to the TIME. In line with this observation, we found that lymphatic-sparing treatment sequencing activated both regional and peripheral host antitumor immunity. Unexpectedly, we observed a three-fold reduction in the incidence of occult regional lymphatic metastasis following therapy with αCTLA-4 therapy, an observation that occurred coincident in time with primary tumor responses in animals receiving lymphatic-sparing treatment sequences. Moreover, our analysis of the transcriptome of whole blood revealed a robust activation in programs of immunity, defense, and mobilization of immune effectors only in those animals receiving upfront lymphatic-preserving IO therapy. 

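The untreated mice give a second reference for the blood of the ND groups. Their labels give the same 10 days of tumor growth as those of the ND mice, while the paper's text does not say whether they carried tumors. Against the 5 untreated mice, 134 genes were higher and 272 lower after late ND among 13547 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05), and 1177 and 1122 had an unadjusted p under 0.05. Same-numbered late ND and untreated libraries deviated together from their group means (mean correlation across 13421 genes 0.243, genes not being independent replicates), and with the replicate number as a block 230 genes were higher and 377 lower. The correlation of single pairs ranged from 0.029 to 0.579. Untreated 2 and late 2 were both poor in 18S sequence, and untreated 5 and late 5 both had high lipid-synthesis genes such as Scd3. Whether these shared features gave the correlation was not tested, so it need not reflect a pairing of mice. Library totals in place of TMM normalization gave 7484 higher and 90 lower genes. With each mouse left out in turn, from 0 to 184 genes were higher and from 0 to 409 lower, and from 769 to 1370 and from 970 to 1274 had an unadjusted p under 0.05. After early ND, 0 of 12151 genes were higher and 0 lower than in untreated mice (smallest adjusted p = 0.938 from edgeR's test), with 256 and 283 at an unadjusted p under 0.05. Of the 23 genes of Fig. 6c, 23 were higher after late ND than in untreated mice, with a median log2 fold change of 0.47, and 1, Prtn3, passed the adjusted threshold (log2 fold change 1.61, adjusted p = 0.0475 from edgeR's test). After early ND 22 of the 23 were lower than in untreated mice, with a median log2 fold change of -0.77, and 0 passed or had an unadjusted p under 0.05. The score of the myeloid genes of Fig. 6c was 5.45 ± 0.51 (SD, n = 5) in untreated mice, 4.65 ± 0.67 (SD, n = 5) after early ND and 5.96 ± 0.52 (SD, n = 5) after late ND. Late ND and untreated mice differed by 0.51 in this score, within the spread between mice (two-sided exact permutation test, p = 0.159, adjusted p = 0.159 over the 2 lists of Fig. 6c). By same-numbered pairs, 4 of 5 late ND mice scored higher (exact sign-flip permutation test, p = 0.188, where the smallest p that 5 pairs allow is 0.0625). Early ND and untreated mice differed by -0.80 (exact permutation test, p = 0.0635, adjusted p = 0.0635). The neutrophil score was 7.78 ± 0.57 (SD, n = 5) in untreated mice, against 7.98 ± 0.55 (SD, n = 5) after late ND and 6.83 ± 0.77 (SD, n = 5) after early ND. The T cell score of late ND mice differed from that of untreated mice by -0.49 (exact permutation test, p = 0.00794, adjusted p = 0.0370 over 14 lists, lower in 5 of 5 mice), and by same-numbered pairs it was lower in 5 of 5 (exact sign-flip permutation test, p = 0.0625). Between these groups the monocyte score was higher by 0.51 after late ND (exact permutation test, p = 0.0238, adjusted p = 0.0833). The dendritic cell score was higher by 0.45 (exact permutation test, p = 0.0397, adjusted p = 0.0926). The erythroid and hemoglobin scores differed by -2.06 and -2.21 (exact permutation tests, each p = 0.00794, adjusted p = 0.0370).

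**Figure D3:**
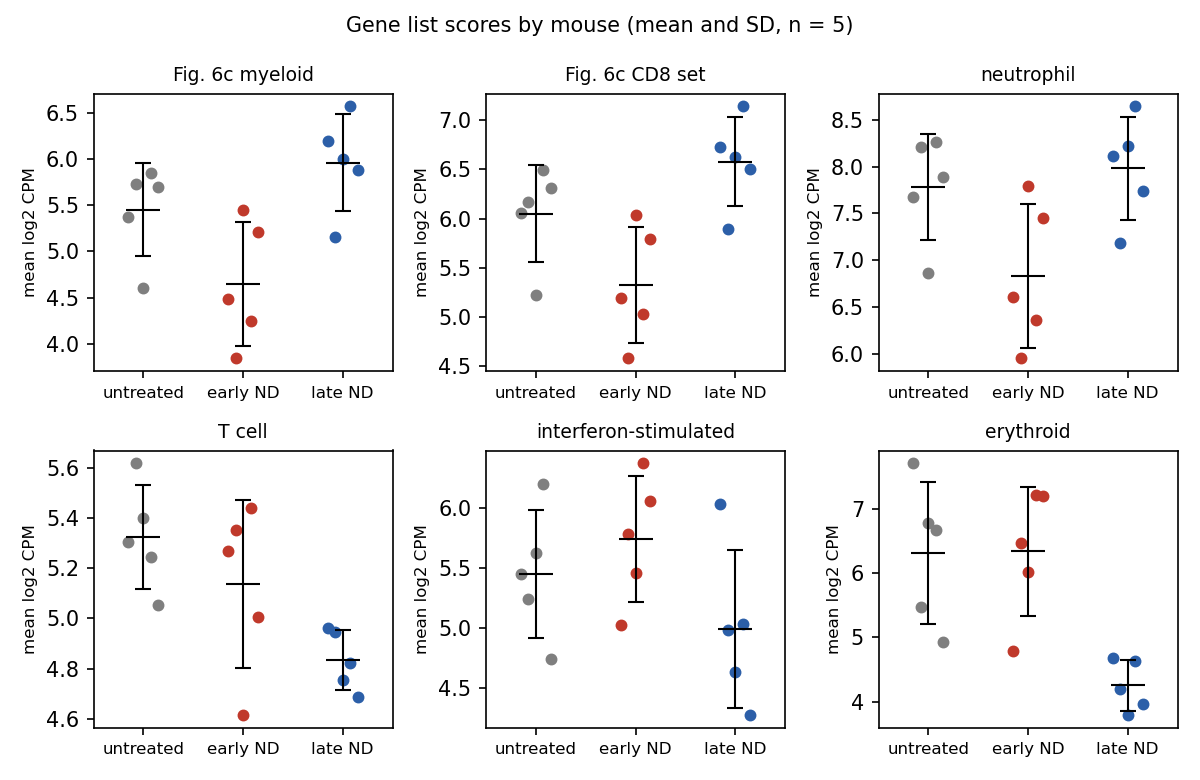
Mean log2 CPM of the genes of 6 lists (vertical axes) in untreated, early ND and late ND mice (horizontal axes), with 1 point per mouse and the mean and SD of 5 mice. For the neutrophil list the means were 7.78 in untreated, 6.83 in early ND and 7.98 in late ND mice.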

Lastly, we observed that animals with complete primary tumor responses after ICI and delayed lymphatic ablation are imbued with durable antitumor immunity. Collectively, these findings suggest that preserving lymphatics during IO therapy not only enhances primary tumor responses but also unleashes a regional and systemic host antitumor immunity.

The mechanisms by which immunotherapies exert anticancer activity fundamentally diverge from those of conventional oncologic therapies. While conventional therapies specifically target cancer cells to affect cytotoxicity or arrest growth, immunotherapies harness the host immune response to recognize, surveil and attack cancer cells. This complex immunologic process is dependent upon multiple organ systems— hematologic, lymphatic, and vascular, among others—working dynamically and in conjunction with one another. Our findings suggest that in the conception and implementation of future IO therapeutic strategies, it is imperative that conventional and IO therapies be rationally designed and sequenced to achieve locoregional and distant cancer control while intentionally preserving the host’s ability to mount an effective antitumor response.

## Methods

All the animal studies were approved by the University of California San Diego (UCSD) Institutional Animal Care and Use Committee (IACUC, protocol #S15195); all experiments adhere with all relevant ethical regulations for animal testing and research.

### Study design

ARRIVE 2.0 guidelines^83^ for reporting animal research were employed as follows:

#### Sample size

The sample size for each experiment was selected in accordance with historical data from the preclinical models employed in order to achieve significance; described in detail in each experiment and the statistical analysis section below.

#### Rules for stopping data collection

In the case of in vivo experiments, stopping rules were pre-approved according to the University of California San Diego (UCSD) Institutional Animal Care and Use Committee (IACUC), with protocol ASP #S15195 (described below).

#### Data inclusion/exclusion

All data collected was included and represented in the main figures or supplementary materials.

#### Outliers

Outliers were included in the reported data.

#### Replicates

All experiments, when feasible, were repeated at least twice and reproducibility confirmed; in all possible instances, data from repeat experiments is represented.

#### Research objectives

The research objective did not alter and is as follows: to provide a mechanistic understanding of how standard oncologic therapies targeting regional lymphatics impact the tumor response to immune-oncology therapy in order to define rational treatment sequences that mobilize systemic antitumor immunity, achieve optimal tumor responses, confer durable antitumor immunity, and control regional metastatic disease.

#### Research subjects

We employed translational preclinical models of HNSCC, as described below.

#### Experimental design

This work represents a controlled, laboratory investigation involving preclinical models of HNSCC. Treatments applied were designed to deliberately model current clinical therapies for HNSCC patients. In general, endpoints for studies presented include tumor growth kinetics, survival analyses and a spectrum of immunological analyses.

#### Randomization

All in vivo experiments were randomized by tumor volume prior to initiation of treatment or data collection.

### Reagents

Anti-PD-1 antibody (clone J43, BE0033-2), anti-CTLA-4 (clone 9H10, BP0131), anti-Ly6G (clone 1A8, BE0075-1), and IFNAR depleting antibodies (Clone MAR1-5A3, BE0241) were purchased from Bio X Cell (West Lebanon, NH). Fluorochrome-conjugated antibodies were purchased from BD Biosciences (San Jose, CA) and BioLegend (San Diego, CA). pHAGE PGK-GFP-IRES-LUC-W (#46793), Lenti-LucOS (#22777), and pLenti-CMV GFP-DEST (# 19732) were obtained from Addgene. All other chemicals and reagents were from Sigma-Aldrich (St. Louis, MO) unless indicated.

### Murine cervical lymphatic mapping

In all, 5% Evans Blue dye (Sigma, St. Louis, MO) in 40 μL phosphate-buffered saline or LYVE-ef660 (ThermoFisher Scientific, San Diego) diluted 1:50 into 40 μL phosphate-buffered saline was injected into the various head and neck subsites in the mouse—oral tongue, buccal mucosa, base of tongue, and retroauricular space—using a 1.0 mL syringe with a 31 g ½” needle (Becton-Dickinson, Franklin Lakes, NJ). Following induction with 3% isoflurane, the diluted dye was injected into the aforementioned head and neck subsites. In both cases, dye or LYVE antibody was visually confirmed to enter the specified tissues without backflow or leakage.

For mapping with Evans Blue dye, after 5–10 min following injection, the cervical space was explored as follows: (i) the anesthetized mouse was positioned and draped and prepped in a sterile fashion; (ii) under ×8 operative microscopy, the skin was incised sharply in the midline with straight microscissors; (ii) skin flaps were bluntly elevated laterally to broadly expose the cervical space spanning from the angle of the mandible bilaterally to the clavicles. Superficial lymphatic basins were encountered immediately deep to the dermis and adjacent the superolateral aspects of the submandibular glands. Reflecting the submandibular glands and superficial lymphatic basins laterally revealed the jugular venus plexus and deep lymphatic basins nested within the jugular vascular confluence and atop the floor of the neck. Dyed lymphatic vessels and basins draining from injected head and neck subsites were readily apparent during this dissection. This protocol was adapted as previously described^84^.

For mapping with LYVE-ef660, after 4 h following injection, images were obtained with an IVIS 2000 In Vivo Imaging System (Living Image Version 3.0) with a 1 -s exposure with the Cy5.5 excitation filter; animals were kept under anesthesia with 3% isoflurane during imaging.

### Ce3D tissue preparation and analysis

Clearing-enhanced 3D imaging of en bloc resected murine tongue and cervical tissues were performed as previously described^28,85^. Briefly, animals were fixed perfused with 8% methanol-free paraformaldehyde (EMS, Hatfield, PA). Following perfusion-fixation, en bloc resection of the tongue and cervical tissues was performed: the oral cavity was opened by extending incisions posteriorly from the oral commissure to the rami of the mandible, which were then transected. Next, the floor of mouth was dissected from the body of the mandible, which was subsequently liberated and removed from adjacent tissues. Blunt dissection was carried out circumferentially and inferiorly to liberate the anterior cervical tissues en bloc with the oral cavity soft tissues, extending in the anterior-posterior direction from deep to the dermis to the floor of the neck. Following resection, tissues were incubated overnight in 1:3 diluted cytofix in PBS (BD 554655) at 4 °C with agitation. The tissues were then washed for 24 h in PBS at 4 °C, which was changed twice. Tissues were then blocked at room temperature for 24 h in 1% normal mouse serum with 1% BSA and 0.3% Triton X-100 followed by staining with anti-LYVE-ef660 1:100 in blocking solution for 48 h at 37 °C with agitation and protected from light. Stained tissue was then washed with 0.2% Triton X-100 and 0.05% Thioglycerol in PBS for 24 h at 37 °C with agitation and protected from light; the washing solution was exchanged 3–4 times. Wash buffer was then evacuated, and tissues blotted prior to incubation with freshly prepared clearing solution—40% N-methylacetamide, 86% w/v Histodenz, 0.1% Triton X-100, and 0.5% 1-Thioglycerol in PBS—for 24 h with the exchange of clearing solution twice. Stained and cleared tissues were then mounted onto glass slides and placed into windows cut from silicone gaskets. Tissues seated within the windows cut from silicone gaskets were then bathed with clearing solution and coverslips applied. The Leica SP8 confocal was used to image Ce3D specimen; Leica (.lif) files were converted using the ImarisFileConverter 9.7.2 software and post-processing performed using Imaris Software 9.6.0.

### Cell lines and tissue culture

The 4MOSC1 syngeneic mouse HNSCC cells harboring a human tobacco-related mutanome and genomic landscape were developed and described for use in immunotherapy studies in our prior report^5,30^. MOC1 syngeneic mouse HNSCC cells derived from DMBA-induced oral tumors were generously provided by Dr. R. Uppaluri^86^. 293T cells (ATCC CRL-3216) were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum, 2 mM l-glutamine (ATCC 30-2214) and 1% antibiotic/antimycotic solution. 4MOSC1 cells were cultured in Defined Ketatinocyte-SFM medium supplemented with EGF Recombinant Mouse Protein (5 ng/ml), Cholera Toxin (50 pM) and 1% antibiotic/antimycotic solution. MOC1 cells were cultured in HyClone™ Iscove’s Modified Dulbecco’s Medium (IMDM; GE Healthcare Life sciences, South Logan, UT, USA, #sh30228.02)/HyClone™ Ham’s Nutrient Mixture F12 (GE Healthcare Life sciences# sh30026.01) at a 2:1 mixture with 5% fetal bovine serum, 1% antibiotic/antimycotic solution, 5 ng/mL EGF, 400 ng/mL hydrocortisone (Sigma-Aldrich, St Louis, MO, USA, #H0135), and 5 mg/mL insulin (Sigma-Aldrich, #I6634). All cells were cultured at 37 °C in the presence of 5% CO_2_.

#### Cloning of pLenti-eGFP-LucOS

The full-length coding sequence of LUC-OS flanked by attbB1/2 recombination site was amplified from the Lenti-LucOS (22777) using the LUC-OS-F (5^′^-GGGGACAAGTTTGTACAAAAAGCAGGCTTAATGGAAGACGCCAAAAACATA-3^′^) and LUC-OS-R (5^′^-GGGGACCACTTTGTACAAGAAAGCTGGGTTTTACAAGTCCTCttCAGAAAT-3^′^) primer. The purified PCR product was incorporated into the pDONR221 vector via a BP Reaction and subsequently introduced into the pLenti-CMV-GFP-DEST (19732) through an LR reaction.

#### Generation of stable GFP-Luc and eGFP-LucOS expressing 4MOSC1

For lentivirus production, 293T cells were plated in a poly-d-lysine–coated 15-cm dish and, 16 h later, transfected with 30 mg pHAGE PGK-GFP-IRES-LUC-W or pLenti-eGFP-LucOS, 3 mg VSV-G, 1.5 µg Tat1b, 1.5 µg Rev1b, and 1.5 µg Gag/Pol using 25.2 µL P3000 reagent and 25.2 µL of Lipofectamine 3000 transfection reagent, and media was refreshed 16 h post-transfection. At 48 and 72 h, virus-containing media was collected, filtered through a low protein binding filter unit (PVDF, 0.45 µm, Sigma-Aldrich), and stored at 4 °C for up to 5 days prior to use. Lentivirus suspension was concentrated using Lenti-X concentrator per manufacturer standardized protocol (Takara Bio). Subsequently, 4MOSC1 cells were plated in a collagen-coated six-well plate. At 16 h, seeded cells were transduced using 200 µL of concentrated virus in 2 mL keratinocyte-defined serum-free media and 4 µg/mL polybrene, and the plate was immediately centrifuged for 15 min at 450×*g*. GFP expression was validated by fluorescent microscopy and flow cytometry. Transduced 4MOSC1 cells were sorted by FACS for viability and GFP-positivity using a FACS-Aria Cell Sorter (BD Biosciences).

#### Primary OT-I T cells preparation

Naive OT-I CD8+ T cells and splenocytes were isolated from the spleen of OT-I mice. CD8+ T cells were isolated using a mouse CD8+ isolation kit (StemCell). T cells and splenocytes were cultured in RPMI 1640 (GlutaMAX) with 10% heat-inactivated FBS, 1 mM sodium pyruvate, 50 mM b-ME, 10 mM HEPES, and 1 3 MEM-NEAA, 100 U/ml penicillin and 100 mg/ml streptomycin (later referred to as complete T-cell culture media). Cytokines in T-cell culture media were added as indicated. To generate effector CD8+ T cells, OT-I splenocytes were cultured in complete T-cell media containing 1 nM SIINFEKL (OVA257-264) peptide followed by the addition of 100 IU/mL rhIL-2. Effector CD8+ T cells were ready for use after 2–4 days in co-culture. All cells cultures were incubated at 37 °C under 5% CO_2_.

#### Induced bone marrow dendritic cell (iDCs) and antigen priming

Bone marrow was isolated from or WT C57BL/6J mice for generation of iDCs^57,58^. Following erythrocyte lysis, the bone marrow cells were resuspended in complete DC medium (RMPI 1640 + 25 mM HEPES + 10% FBS, 1% l-glutamine, 1% 200 mM sodium pyruvate, 1% MEM-NEAA, 1% penicillin–streptomycin, 0.5% sodium bicarbonate, 0.01% 55 mM 2-mercaptoethanol) supplemented with rmGM-CSF (50 ng/mL) and rmFlt3-L (200 ng/mL) (Biolegend, San Diego, CA). The culture medium was changed on day 9 of culture. After 16 days of culturing, non-adherent cells and loosely adherent cells were harvested and gently washed by DPBS for subsequent labeling experiments or for T-cell co-culture experiments. In the iDC-OT-I CD8+ T-cell interactions experiments, iDCs were activated overnight with class C ODN 2395 (InvivoGen, San Diego, CA) and then cultured with or without indicated antigen peptides at 37 °C for 30 min. Non-adherent cells in the culture supernatant and loosely adherent cells were harvested and gently washed with DPBS for subsequent experiments. iDCs were cultured with or without indicated antigen peptides or tumor lysates (tumor cell/DC ratio = 10:1) and with indicated T cells (T cell/iDC ratio 1:2) in a complete T-cell medium prior to endpoint analysis as described below.

### TIL isolation and flow cytometry

Tumors were isolated, minced, and resuspended into the Tumor Dissociation Kit (Miltenyi Biotec, San Diego, CA) diluted into DMEM for subsequent processing with the gentleMACS Octo Dissociator, according to the manufacturer’s recommendations for tumor dissociation into a single-cell suspension. Digested tissues were then passed through 70-µm strainers to produce a single-cell suspension. Samples were washed with PBS and processed for live/dead cell discrimination using Zombie viability stains (Biolegend, San Diego, CA). Cell suspensions were then washed with cell staining buffer (Biolegend 420201) prior to cell surface staining, performed at the indicated antibody dilutions for 30 min at 4 °C, and protected from light. Cell surface staining was performed for 30 min at 4 °C with the following mouse antibodies: CD45 (30-F11) (1:100), CD3 (17A2) (1:200), CD8a (53-6.7) (1:100), CD4 (RM4-4) (1:100), Slamf6 (330AJ) (1:100), PD-1 (29 F.1A12) (1:100), CD44 (IM7) (1:100), CD19 (6D5) (1:100), CXCR3 (S18001A) (1:100), Tim3 (RMT3-23) (1:100), NK1.1 (PK136) (1:100), CD69 (H1.2F3) (1:100), CD62L (MEL-14) (1:100), BST2 (129C1) (1:100), Ly6C (HK1.4) (1:100), CD11b (M1/70) (1:100), CD11c (N418) (1:100), Siglec H (551) (1:100), XCR1 (ZET) (1:100), CD64 (X54-5/7.1) (1:100), CD103 (2E7) (1:100), SIRPa (P84) (1:100), MHCII (M5/114.15.2) (1:200), CD80 (16-10A1) (1:100), CD86 (GL-1) (1:100), Ep-CAM (G8.8) (1:100) and H-2Kb-SIINFEKL (25-D1.16) (1:100). Stained cells were washed and then fixed with BD cytofix for 20 min at 4 °C, protected from light. In the case of intracellular staining, permeabilization was then performed by incubating with fixation-permeabilization buffer (ThermoFisher 88-8824-00) according to the manufacturer’s recommendations prior to staining with intracellular targeted antibodies at the indicated dilutions in permeabilization buffer for 30 min at 4 °C and protected from light. Intracellular antibodies used: IL-2 (JES6-5H4) (1:100) and IFNγ (XMG1.2) (1:100). Cells were washed twice with permeabilization buffer and subsequently with cell staining buffer. For antigen-specific T cell tetramer staining, either the Flex-T™ Biotin H-2 K(b) OVA Monomer (Biolegend 280051) paired with PE-streptavidin or APC-streptavidin (Biogened 405203 or 405207, respectively) or the H-2Kb MuLV p15E Tetramer-KSPWFTTL-PE (MBL TB-M507-1) was used according to manufacturers’ instructions and as previously described^42^. Samples were acquired using a BD LSRII Fortessa. Downstream analysis was performed using TreeStar FlowJo, version 10.6.2. Representative flow cytometry gating strategies are detailed in the supplementary figures.

### Mass cytometry (CyTOF)

Tissues were incubated for 15 min at 37 °C and mechanically digested using the gentle MACs Octo Dissociator. Digested samples were then passed through a 100-μm strainer to acquire a single cell. For viability staining, cells were washed in PBS and stained with Cell-ID Cisplatin (DVS Sciences) to a final concentration of 5 μM for 5 min at room temperature. Cisplatin was quenched when cells were washed and stained with the antibody cocktail. Antibodies were prepared in Maxpar cell staining buffer (PBS with 2 mM EDTA, 0.1% BSA, 0.05% NaN_3_) and incubated with cells for 15 min at room temperature. Cells were stained with the following antibodies from Fluidigm: B220 (RA3-6B2), CD117(2B8), CD11c (N418), CD25 (3C7), CD4 (RM4-5), CD45 (30-F11), CD8a (53-6.7), MHCII (M5/114.15.2), NKP46 (29A1.4), CD169 (3D6.112), CD206 (C068C2), and TCRb (H57-597); or from BioLegend: CD103 (2E7), CD115 (AFS98), CD11b (M1/70), CD19 (6D5), CD3 (145-2C11), CD64 (X54-5/7.1), F4/80 (BM8), FR4 (TH6), Ly6C (HK1.4), Ly6G (1A8), and NK1.1 (PK136); or from eBioscience (ThermoFisher Scientific): Siglec-F (1RNM44N). All antibodies were used at a 1:100 dilution. After staining, cells were washed and fixed with 1.6% formaldehyde (FA) for 10 min at room temperature. For cell identification, cells were washed in staining buffers and stained with DNA intercalator (Fluidigm) containing natural abundance Iridium (191Ir and 193Ir) prepared to a final concentration of 125 nM. Cells were washed with staining buffer and pelleted. Before acquiring, cells were resuspended in 0.1× dilution of EQ Four Element Calibration beads (Fluidigm) and filtered through a 35-μm nylon mesh filter. Cells were acquired on a Helios CyTOF Mass Cytometer (Fluidigm) at an event rate of 200 events/second or less. Data were normalized using Matlab-based normalization software based on the EQ bead removal. To detect clusters of cells with a similar expression of surface markers in CyTOF, single cells were gated and clustered using unsupervised dimensionality reduction algorithm optimal t-Distributed Stochastic Neighbor Embedding (opt-SNE) algorithm in OMIQ data analysis software 2022 (www.omiq.ai), 530 iterations, Perplexity 30, and Theta 0.5.

### Tissue analysis

#### Histology

Tissue samples were fixed in zinc formalin fixative (Sigma-Aldrich) and sent to HistoServ, Inc. (Germantown, MD) for embedding, sectioning, and H&E staining. Histology samples were analyzed using QuPath 0.2.3, an open-source quantitative Pathology & Bioimage Analysis software (Edinburgh, UK). Immunohistochemistry on formalin-fixed paraffin-embedded lymph node samples or tumor samples was performed using anti-wide spectrum cytokeratin antibody (Abcam, ab9377, 1:200 dilution, overnight at 4 °C), CD8 (Abcam ab22378, 1:400 dilution overnight at 4 °C) or CD4 (ab183685, 1:400 dilution overnight at 4 °C). Tissues were then counterstained with biotinylated anti-rabbit secondary (Vector Labs, BA-1000, 1:400 dilution, 30 min at room temperature) or Goat Anti-Rat IgG H&L (HRP) (ab205720, 1:400, 30 min at room temperature). The protocol utilized is described in detail in ref. ^87^, with the following modifications (1) antigen retrieval was performed using low pH IHC Ag Retrieval Solution (ThermoFisher, 00-4955-58) and subjected to heat using a steamer for 40 min, and (2) Bloxall Blocking Solution (Vector Labs, SP-6000, 20-min incubation, room temperature) was used to inactivate endogenous peroxidases. Slides were processed with either the ABC reagent (Vector Laboratories, # PK-6100) or the DAB substrate kit (Vector Laboratories, # SK-4105). Slides were scanned using a Zeiss Axioscan Z1 slide scanner equipped with a ×20/0.8 NA objective. All image analyses were performed using the QuPath software to perform pixel classification of stained cells.

#### Multiplex immunofluorescence

In all, 4-µm sections were cut on a Microm HM355S microtome (ThermoScientific) and floated onto plus-slides (Cardinal ColorFrost). Slides were allowed to dry at RT overnight. Slides were placed onto a staining rack in the Leica autostainer and deparaffinized (xylene—4 min; 100% ethanol—2 min; 95% ethanol—1 min; 70% ethanol—1 min; water). Slides underwent antigen retrieval in AR9 Buffer (PerkinElmer, AR900250ML) for 1 min (100% Power) and 10 min (10% Power) in a microwave. Slides were then treated with PeroxAbolish (Biocare Medical) for 20 min to reduce endogenous peroxidase activity. Slides were rinsed with H_2_O and TBS-T and blocked with goat serum (Vector Labs) for 20 min. Rabbit anti-CD11c (D1V9Y, Cell Signaling Technology, 1:250) was diluted in Renaissance antibody diluent (Biocare Medical), added to the slide, and incubated for 45 min on an orbital shaker at RT. After washing in TBS-T, anti-rabbit secondary HRP (Vector Labs, MP-7451-15) was added for 15 min RT, and subsequently washed with TBS-T. Slides were incubated with Opal620 reagent (FisherScientific, NC1612059) at 1:250 dilution in Amplification plus buffer (PerkinElmer, NEL791001KT) for 10 min at RT and washed in TBS-T and H_2_O. For the second cycle, slides were treated with PeroxAbolish for 20 min to eliminate peroxidase activity. The slides were then stained with rat anti-CD8 (4SM15, ThermoFisher, 14-0808-82, 1:1750), washed in TBS-T, anti-rat secondary HRP (Vector Labs, MP-7444-15) added, washed in TBS-T, and incubated with Opal520 reagent (FisherScientific, NC1601877) at 1:150 for 10 min. For the third cycle, slides underwent antibody stripping in Rodent Decloaker (Biocare Medical, RD913) for 1 min (100% Power) and 10 min (10% Power) in a microwave, blocked with goat serum (Vector Labs) for 20 min RT, stained with rabbit anti-CD103 (Abcam, ab224202, 1:1500) for 45 min RT, anti-rabbit secondary HRP for 15 min RT, and Opal570 reagent (FisherScientific, NC1601878) at 1:200 for 10 min RT. For the fourth cycle, slides underwent antibody stripping in Rodent Decloaker (Biocare Medical, RD913) for 1 min (100% Power) and 10 min (10% Power) in a microwave, blocked with goat serum (Vector Labs) for 20 min RT, stained with rabbit anti-CD3 antibodies (SP7, Abcam, ab16669, 1:75) for 45 min RT, anti-rabbit secondary HRP for 15 min RT, and Opal690 reagent (FisherScientific, NC1605064) at 1:100 for 10 min RT. After washes in TBS-T, DAPI (Life Technologies, D1306, 1 mg/mL stock, 1:500 in PBS) was added to slides for 10 min at RT. Slides were rinsed with TBS-T and H_2_O and coverslipped with VectaShield Hard Mount (Vector Labs). Slides were imaged at both ×10 and ×20 using the Vectra 3 Polaris and Vectra imaging software (Akoya Biosciences). Acquired qpTIFF images from the Vectra Polaris system were imported into QuPath analysis software^88^ and the whole image analysis was performed using the pixel classification algorithm. Pixel classification was employed to quantify the high density of cells in the lymph node.

### Chemokine array

Tumors and tumor-draining lymph nodes were isolated and tissue homogenate in lysis buffer (20 mM Tris HCl pH 7.5, 0.5% Tween 20, 150 mM NaCl) supplemented with protease inhibitors. Mouse Chemokine Array 44-Plex (MD44) was run by EVE Technologies (Calgary, AB, Canada).

### In vivo mouse models and analysis

All the animal studies using HNSCC tumor xenografts and orthotropic implantation studies were approved by the University of California San Diego (UCSD) Institutional Animal Care and Use Committee (IACUC), with protocol ASP #S15195; and all experiments adhere with all relevant ethical regulations for animal testing and research. All mice were obtained from Charles River Laboratories (Worcester, MA). Mice at UCSD Moores Cancer Center are housed in individually ventilated and micro-isolator cages supplied with acidified water and fed 5053 Irradiated Picolab Rodent Diet 20. The temperature for laboratory mice in this facility is mandated to be between 18 and 23 °C with 40–60% humidity. The vivarium is maintained in a 12-h light/dark cycle. All personnel were required to wear scrubs and/or lab coat, mask, hair net, dedicated shoes, and disposable gloves upon entering the animal rooms. WT C57Bl/6 mice were obtained from Charles River Laboratories (Worcester, MA). C57Bl/6 OT-1 (Tg-TcraTcrb-1100Mjb/J), IFNAR KO (*Ifnar1*^*tm1.2Ees*^/J), and BATF3 KO (Batf3tm1Kmm/J) animals were obtained from The Jackson Laboratory (Bar Harbor, ME). C57Bl/6 XCR1^DTRVenus^ animals were a kind gift from Dr. Tsuneyasu Kaisho (Wakayama Medical University). Depletion of DTR^venus^-expressing cells was achieved with intraperitoneal injection of Diptheria toxin (DT 322326, Millipore Sigma) at a dose of 25 ng/g body weight every 3 days^59^.

#### Orthotopic tumor modeling

For orthotopic implantation, 4MOSC1 cells were transplanted (1 million per tumor) into the oral cavity of female C57Bl/6 mice (4–6 weeks of age), either into the tongue or buccal mucosa. MOC1 cells were transplanted into tongue (1 million per tumor) of female C57Bl/6 mice (4–6 weeks of age). For drug treatment, the mice were treated by intraperitoneal injection (ip), CTLA-4 antibody, CLTA-4 + IA8 antibody, or PD-1 antibody. The mice were sacrificed at the indicated time points (or when mice succumbed to disease— tongue tumors >8 mm in greatest diameter or ulcerated; buccal tumors >1 cm in greatest dimension or ulcerated—as determined by the ASP guidelines) and tissues were isolated for histological and immunohistochemical evaluation or flow cytometric analysis. The maximum tumor size/burden permitted in accordance with our institutional review board was not exceeded.

#### Surgery

All the animal surgery procedures were approved by the University of California San Diego Institutional Animal Care and Use Committee (IACUC), with protocol #S15195. Mice were dosed with 0.1 mg/kg buprenorphine every 12 h as needed for pain. Neck dissection was performed as described above. Briefly, anesthetized animals were positioned and draped and prepped in sterile fashion. Under ×8 operative microscopy, the skin was incised sharply in the midline with straight microscissors and skin flaps were bluntly elevated laterally to broadly expose the cervical space spanning from the angle of the mandible bilaterally to the clavicles. Superficial lymphatic basins were encountered immediately deep to the dermis and adjacent the superolateral aspects of the submandibular glands and were liberated with blunt dissection and handheld monopolar cautery from surrounding tissues. Reflecting the submandibular glands and superficial lymphatic basins laterally revealed the jugular venus plexus and deep lymphatic basins nested within the jugular vascular confluence and atop the floor of the neck. Deep lymphatic tissues were resected after blunt dissection to liberate them from surrounding tissues. After resection, hemostasis was confirmed or achieved with cautery. Native tissues were repositioned and the wound was closed in a single layer with 5-0 simple interrupted vicryl sutures. Animals were placed under a heating lamp in a recovery space and observed until fully conscious. For the sham surgery group, mice were anesthetized, and skin flaps were raised with care to not disturb underlying lymphatic channels; no tissues were resected in sham group animals.

#### Subtotal primary tumor resection

For the subtotal primary tumor ablation, buccal tumor-bearing animals were positioned and draped in a sterile fashion. Under loupe-assisted magnification, the a small 0.1–0.2 mm skin incision overlying tumors was introduced and blunt dissection with microscissors was used to expose the tumor. Following exposure, gross tumor specimen was resected with care to ensure that a 2 × 2 mm gross + margin was left in situ without disturbing the relationships to surrounding tissues or vasculature.

#### Radiation

The dedicated small animal radiotherapy planning system SmART-Plan (version 1.3.1, Precision X-ray, North Branford, CT) was used to create, evaluate, and deliver irradiation^89^. Animals were anesthetized with isoflourane and positioned within the SmART machine, secured to the stage. A spiral CT scan with 1 mm cuts of the neck was obtained and cervical lymphatics delineated as the planning target volume. A 5 mm collimator was installed, and two static parallel opposed beams linked to the irradiator isocenter were used to deliver homogenous single fraction doses to the planned target volume.

#### Imaging

For IVIS imaging, 4MOSC1 cells expressing luciferase were injected into the buccal mucosa of C57Bl/6 mice. After 3 days, bioluminescence was assessed twice weekly by bioluminescence images captured using the In Vivo Imaging System (IVIS) Spectrum (PerkinElmer). Mice received an intraperitoneal injection of 200 mg/kg d-luciferin firefly potassium salt diluted in PBS 15 min before imaging (GoldBio). IVIS data were collected as a correlate to tumor kinetics measurements and without quantification, as shown in the figures.

#### Local tumor-draining lymph node injection

Tumor-draining lymph nodes were exposed after skin incision and careful soft tissue dissection. Once delivered from the wound, the tumor-draining lymph node was gently grasped with smooth pickups in an atraumatic fashion, and a 10 μL Hamilton 1800 Series Gastight Syringe loaded with a 31-gauge, 0.5 in, number 4 45-degree needle was gently introduced. The bevel of the needle was visualized to enter the tdLN under otomicroscopic magnification and the payload was delivered: either 1 μL 5 mg/mL MAR1-5A3, repeated on days 1, 3, 5 & 7, or 1 μL 1 mg/mL diphtheria toxin, repeated on days 3, 6, and 9. After confirmation of payload delivery with no retrograde spillage, the needle was removed, tdLN replaced into the neck with soft tissue overlayed and neck closed with simple interrupted 5-0 vicryl sutures.

### Enzyme-linked immunosorbent assay (ELISA)

The concentrations of cytokines in tumor-draining lymph node suspensions were measured using mouse IFN-β (439407, BioLegend) enzyme-linked immunosorbent assay (ELISA) kits according to the manufacturer’s instructions.

### Enzyme-linked immunosorbent spot assay (ELISpot)

Mice were euthanized and the regional lymphatics and spleens were harvested and placed into RPMI with 10% fetal bovine serum (FBS) and 1% (v/v) penicillin/streptomycin (R10 media). Lymph nodes and spleens were pummeled and passed through a 70-μm cell strainer to achieve single-cell suspensions. Suspensions were layered under Lympholyte Cell Separation Media (Cedarlane) and centrifuged (1250×*g*, 30 min, 24 °C). Pellets were resuspended at 4 × 10^6^ cells/ml in R10 medium and plated at 2 × 10^5^ cells/well on 96-well MultiScreen-IP filter plates, pre-coated with anti-mouse IFNγ mAb AN18 (Mabtech). Control, concanavalin A (5 μg/mL), or SIINFEKL-pulsed BMDCs were co-cultured at 2 × 10^4^ cells/well. After incubation in humidified 5% CO_2_ at 37 °C for 20 h, cells were removed by washing and incubated with 1 μg/ml biotinylated secondary anti-IFNγ antibody R4-6A2 (Mabtech). After 2 h at room temperature, plates were washed with PBS and incubated in streptavidin-HRP for 1 h. Plates were developed using TMB substrate and halted after the formation of distinct spots. Interferon-gamma-positive spots were imaged, analyzed, and counted using the AID ELISpot reader and the AID EliSpot/FluoroSpot Software V7.0 (AID).

### RNA sequencing and analysis

#### Blood collection and RNA isolation

Blood was collected with cheek bleeds into BD Microtainer capillary blood collection tubes (365974) to a volume of at least 100 μL per animal. Care was taken to remove clots from samples and 100 μL of each sample was transferred into microcentrifuge tubes containing 1 mL TRIzol. RNA was then isolated using Qiagen RNeasy^®^ Mini Columns (74004; Qiagen, Germantown, MD) according to the manufacturer’s recommendations and including an on-column DNase I digestion. Yield and integrity of RNA was confirmed by reading absorbance at 260, 280, and 230 nm using a NanoDrop ND-1000 (NanoDrop Technologies; ThermoFisher Scientific, Inc., Wilmington, DE, USA) and with the Agilent 2200 Tapestation (Agilent Technologies, Inc.). Library preparation and paired-end 150 bp (PE150, Illumina) RNA sequencing was performed by Novogene (Novogene Corporation, Sacramento, USA).

#### Alignment/differential expression

Paired-end reads were aligned using STAR v2.7.9 using default options. STAR index was created using the GRCm39 primary genome FASTA and annotation files. The resulting BAM files were sorted by name using samtools v1.7 then gene counts were quantified using HTSeq-count v0.13.5. 

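HTSeq-count reports a count for each gene and counters for read pairs that it did not assign. In the deposited counts, 43.6% to 48.0% of the uniquely aligned read pairs were counted on a gene, and the remainder were counted as outside genes or as ambiguous. Alignments to more than 1 place made up 69.8% ± 3.55 (SD, n = 5) of the total over genes and counters after early ND, 52.6% ± 5.34 (SD, n = 5) after late ND and 68.7% ± 3.90 (SD, n = 5) in untreated mice (late against early ND, two-sided exact permutation test, p = 0.00794, adjusted p = 0.00794). Among the libraries rich in 18S sequence, 3 late ND mice had 52.7% and 5 early ND mice 69.8% (exact permutation test, p = 0.0179, adjusted p = 0.0357). Across 152 pairs of genes on opposite strands, the counts per base of the gene opposite an expressed gene had a median log2 ratio of 0.14 to that gene.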

Pairwise differential expression was calculated and PCA plots were created using DESeq2 v1.32.0.

#### GSEA/GO

Gene set enrichment analysis was conducted using the GSEAPreranked v7.2.4 module on the GenePattern public server, gsea-msigdb.org, with 10,000 permutations, and the genes mapped and collapsed to standard mouse symbols using the MSigDB mapping file version v7.4^63,64^. The Gene Ontology (Biological Processes) and ImmunesigDB gene set collections were used^65^. The ranked list of genes was created using the log_2_-fold change (FC) calculated by DESeq2 for the comparison of αCTLA-4-treated animals receiving either early or late neck dissection. For this analysis, genes more highly expressed in late relative to early neck dissection are at the top of the ranked list. Gene ontology (GO) analysis was performed through the GeneOntology.org website using the top significant (log_2_FC > 1, *P* value < 0.05) upregulated genes in the samples from the late neck dissection group.

### Statistics and reproducibility

Data analysis was performed with GraphPad Prism version 9 for Mac. The differences between experimental groups were analyzed using independent *t* tests, one- or two-way ANOVA with multiple comparisons, fisher’s exact test, DESeq2, Log_2_FC *P* < 0.05, or simple linear regression analysis as indicated. Survival analysis was performed using the Kaplan–Meier method and log-rank tests. The asterisks in each figure denote statistical significance, or ns for non-significant ****P < 0.0001. All the data are reported as mean ± SEM (standard error of the mean). For all experiments, each experiment was independently repeated at least twice with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE197250. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

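Whole blood RNA of 15 mice was sequenced as 1 library per mouse, from 5 untreated mice, 5 mice with αCTLA-4 and early neck dissection (ND) and 5 mice with αCTLA-4 and late ND. Groups and replicate numbers were taken from the labels of the libraries. The paper compares the 2 ND groups and does not mention the untreated libraries, which were analysed here as a further reference. Whether the untreated mice carried tumors is not stated in the paper's text. Their labels give the same tumor transplantation and the same 10 days of growth as those of the ND mice.

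The authors aligned paired-end reads with STAR to GRCm39, counted read pairs per gene with HTSeq-count and deposited these raw counts, without normalization, together with counters for pairs outside genes, ambiguous pairs and pairs with more than 1 alignment. The paper's text does not name the annotation release or the strand setting. The deposited tables list 55416 gene identifiers, of which 54749 matched the GRCm39 annotation used for symbols, positions, exon length and GC content. Of 164 gene symbols in the marker lists, 163 were found.

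Counts on genes per library ranged from 5527108 to 13924361, with the range and median of each group given where the blood experiment is introduced. A 95% Wilson interval was computed for each share of counts reported for a single library. These intervals cover counting error only, since the reads carry no molecular identifiers. Genes near the filter on low counts are limited by this depth.

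Differential expression was computed in R 4.3.3 with edgeR 4.0.16. For each pair of groups, genes were filtered with filterByExpr, counts were normalized by TMM, and the default quasi-likelihood test was applied with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Principal components were computed from variance-stabilized counts (DESeq2 1.42.0, without use of the groups) of the 500 most variable genes. Marker lists were scored per mouse as the mean log2 CPM with TMM normalization and a prior count of 2. The CPM of single genes were also scaled with TMM, except those of Rn18s-rs5 and Xist, which were scaled by library totals. Differences in scores, components and library measures were tested by two-sided exact permutation tests of 5 mice against 5, over every split of the 10 mice. Enrichment of the chemotaxis families was tested by a one-sided Fisher's exact test against all tested genes. The GO and ImmuneSigDB collections used by the paper were not analysed here.

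The tests on genes were tested on simulated counts in which 200 genes were changed by 2 on the log2 scale. The edgeR test recovered 198 of the 200 among 13226 genes, with 9 false calls. DESeq2 recovered 199 with 34 false calls among 13313 genes, limma-voom 198 with 10, and edgeR with the replicate number as a block 198 with 13. The changed genes had a mean of at least 50 counts and rose and fell in equal number. Genes varied independently, and the groups did not differ in hemoglobin share. The simulation therefore does not show how the tests behave with smaller changes, correlated genes or the hemoglobin difference of these libraries.

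The groups, the tests, the marker lists, the rule for named genes and most alternatives were set before the data were examined. Genes are named in the text if Fig. 6c lists them, or if they are among the 5 largest rises or the 5 largest falls in log2 fold change between late and early ND, with an adjusted p under 0.05, a mean of at least 50 counts over the 10 libraries and no overlap between the groups. Of the 10 genes with these rises and falls, 2 are not reported here. Genes whose products the paper measured are given among the other observations, and Cxcl2 also as a member of the chemotaxis families. Genes named for their loadings on principal components, or as members of the chemotaxis families, were chosen after their values were seen.

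The alternatives were DESeq2's Wald test, limma-voom with sample quality weights (limma 3.58.1), library totals in place of TMM, DESeq2 size factors for the list scores, hemoglobin genes removed, no filter on low counts, at least 10 counts in every library, all 15 libraries in one fit, the hemoglobin share as a covariate, the replicate number as a block, an unadjusted threshold, and each mouse left out in turn. For principal components they were rlog, log2 CPM, all filtered genes, 1000 genes and all 15 libraries. For lists they were a prior count of 0.5, the median over genes, camera and preranked GSEA (fgsea 1.28.0, 10000 permutations). After the data were seen, 4 further alternatives were added, namely the libraries rich in 18S ribosomal RNA sequence, the libraries low in gland-type genes, edgeR's newer quasi-likelihood estimate and counts thinned to the smallest library total. Library 18S content was called rich above 5000 CPM of Rn18s-rs5, a limit set after the values were seen. Lists of genes for 5 candidate sources of lipid-synthesis genes were also written after that pattern had been noticed in the data.

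Pairing by replicate number comes from the labels alone, and same-numbered libraries are different mice. The block result is given beside the result without it where same-numbered libraries deviated together. No library was left out of the reported comparisons.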

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

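In this part, the tests of the libraries poor in 18S sequence and of RNA from epidermal keratinocytes were chosen only after the result was seen, and the lists for sebaceous gland, brown fat, salivary gland and mammary gland were written after the shared lipid-synthesis genes had been noticed but before their scores were computed.

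A mouse far from the other 4 of its group was looked for in 184 groups of 5 values, by the gap to the nearest mouse divided by the range of the group. The ratio was above the 95% critical value of Dixon's test in 9 groups, where chance gives 9.2. It was 0.808 for the gene counts of untreated 2, 0.895 for the percent of pairs on genes in early 4, and 0.722 for the CD8 and cytotoxic effector score of late 5. It was 0.773 for the sebaceous gland score of early 3 and 0.770 for the epidermal keratinocyte score of untreated 5. For log2 CPM it was 0.772 for Cd177 in late 2, 0.824 for Lcn2 in untreated 3 and 0.838 for Mmp9 in untreated 3, and for the PC1 score of late 5 it was 0.730. The number of such groups is what chance gives, and no biological explanation was tested.

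The paper does not report red cell genes. The erythroid list differed by -2.06 and the hemoglobin list by -2.03 on the log2 scale between late and early ND (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0370 over 14 lists, lower in 5 of 5 late ND mice). The same erythroid difference scored with all 15 libraries was -2.08 (exact permutation test, p = 0.00794, adjusted p = 0.0556 over 14 lists). The hemoglobin share was lower in late ND mice among the libraries rich in 18S sequence too (exact permutation test, p = 0.0357, adjusted p = 0.0429). Rn18s-rs5 was also lower in late ND mice among those libraries, at 21014 against 39405 CPM (exact permutation test, p = 0.0179, adjusted p = 0.0357), so a difference in ribosomal RNA content is not ruled out. Gene counts differed between the groups in the same way (exact permutation test, p = 0.00794), so a difference between library preparations that changed both could not be told apart from the timing of surgery. The hemoglobin share differed with p = 0.00794 in the same exact permutation test. Fewer red cells or reticulocytes in the sampled blood of late ND mice may also lower these lists, and cell counts were not analysed here.

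The dendritic cell list, for which the paper reports no blood values, was higher by 0.28 in 5 of 5 late ND mice than in any early ND mouse (exact permutation test, p = 0.00794, adjusted p = 0.0370). It holds genes of low abundance, and with only genes of at least 10 counts in every library it was -0.14, so its direction depends on which genes pass the filter. It was 0.060 with the median over its genes, and 0.17 when scored with all 15 libraries (exact permutation test, p = 0.127, adjusted p = 0.198). It did not pass with camera (adjusted p = 0.324) or preranked GSEA (adjusted p = 0.453). A gain in dendritic cells could not be told apart from the choice of genes, and depth may contribute, since the gene counts of the groups differed (exact permutation test, p = 0.00794).

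The paper does not analyse the untreated libraries, and 406 genes differed between late ND and untreated mice (edgeR's quasi-likelihood test, adjusted p under 0.05). Among the 16 splits of these 10 mice that part all same-numbered pairs, 1 gave as many genes, the real one. The smallest share that 16 splits allow is 0.0625, so chance could not be excluded by this test. Of the other splits among the 126, which part fewer same-numbered pairs, 84 were drawn and 0 gave as many genes. Among early ND and untreated mice, where the real grouping gave 0 genes, a split that mixed the conditions gave 393. Calls of this number can therefore arise without a shared condition. Leaving out 1 mouse at a time gave from 0 to 184 higher and from 0 to 409 lower genes, with from 769 to 1370 higher and from 970 to 1274 lower at an unadjusted p under 0.05, so these calls depend on single mice. With the replicate number as a block, 390 of the 406 genes were also called. With the hemoglobin share as a covariate 0 genes were called, 498 higher and 339 lower at an unadjusted p under 0.05, but the share does not overlap between late ND mice (29.3% or less) and untreated mice (31.6% or more), so this covariate cannot separate hemoglobin content from the groups.

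Early 3, late 5 and untreated 5 shared high lipid-synthesis genes, 1 mouse of each group. The lowest sebaceous gland score of these 3 mice lay 0.59 above the highest score of the other 12. The list leaves out the genes in which the pattern was first seen, but it holds other lipid-synthesis genes such as Scd3, so this gap restates the pattern in part. The corresponding gap was 0.15 for the salivary gland list, whose genes lie near the lowest value the depth can show. It was -0.26 for brown fat, -0.43 for epidermal keratinocytes and -0.13 for the mammary gland, so those lists did not part the 3 mice from the rest. RNA from sebaceous glands, which lie in the skin of the cheek through which blood was drawn, is only a candidate source for these genes. Within the sebaceous list, Far2, Krt79, Scd3, Mc5r and Acsbg1 were highest in these 3 mice. Awat1 and Elovl4 lay at -2.31 log2 CPM, the lowest value, in each of the 3, and Awat2 was highest in untreated 3. The list thus follows the pattern only in part. For the salivary gland, the genes of the list differ. Bpifa2 was highest in these 3 mice (1.08 log2 CPM in early 3, -0.50 in late 5 and 0.98 in untreated 5). Bhmt, Dcpp1, Prol1, Pip and Mucl2 lay at -2.31, the lowest value, in each of the 3, where Scd3 had 8.34, 8.91 and 9.29. These low values argue against the salivary gland as the source of the lipid-synthesis genes, but a trace of salivary RNA is not excluded. The condition of the mice gives no explanation, because each group holds 1 of the 3.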

How the results depend on the processing

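No test in this part was chosen for a result after it was seen, but the alternatives with libraries rich in 18S sequence, libraries low in gland-type genes, edgeR's newer quasi-likelihood estimate and thinned counts were chosen after seeing the data. Where a value below moved, the cause was not tested, apart from the scaling shift given with its value.

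Between late and early ND, 333 genes were higher and 330 lower, 76 of them above a log2 fold change of 1 and 230 below -1, and 9 of the 23 genes of Fig. 6c passed. Between late ND and untreated mice 134 were higher and 272 lower, and between early ND and untreated mice 0 and 0, with 256 and 283 at an unadjusted p under 0.05. Both late ND comparisons had genes in both directions under every alternative except the hemoglobin covariate, the libraries rich in 18S sequence and, for late ND against untreated mice, 6 of the 10 fits that each left out one mouse. Counts for late against early ND stayed within 1.5 times the reported ones with hemoglobin genes removed (238 higher, 350 lower), at least 10 counts in every library (327 and 397), all 15 libraries in one fit (387 and 362), the newer estimate (403 and 355) and thinned counts (347 and 332).

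DESeq2's Wald test gave 789 higher and 650 lower genes for late against early ND, 160 of them above 1 and 355 below -1, with 23 of the genes of Fig. 6c. It gave 281 and 537 for late ND against untreated mice, 1 higher gene for early ND against untreated mice, and 6 members of the chemotaxis families in place of 0. With library totals in place of TMM, the median log2 fold change of all genes moved to 0.86 for late against early ND and to 0.91 for late ND against untreated mice, and the calls followed it. That scaling gave 8923 higher and 137 lower genes for late against early ND, 4392 above 1 and 86 below -1, 23 genes of Fig. 6c, 15 chemotaxis family members and 7 lists past the threshold in place of 3. It gave 7484 and 90 for late ND against untreated mice, and 1 and 2 for early ND against untreated mice. Under the same scaling the list differences reversed to 0.61 for T cells, 0.82 for CD8 and cytotoxic effector genes, 0.49 for naive and central memory T cells, 0.77 for activated and proliferating T cells, 0.46 for B cells, 0.78 for NK cells, 0.48 for platelets and 0.17 for interferon-stimulated genes.

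Without the filter on low counts, 886 genes were higher for late against early ND, 237 of them above 1, and 23 genes of Fig. 6c passed. At least 10 counts in every library gave 2 chemotaxis family members and 0 lists past the adjusted threshold, and the dendritic cell list reversed to -0.14. Fitting all 15 libraries together passed 14 genes of Fig. 6c. Limma-voom with sample quality weights gave 910 higher genes, 246 above 1, and 20 genes of Fig. 6c. At an unadjusted p under 0.05 there were 1921 higher and 1242 lower genes for late against early ND, 226 of the higher ones above 1, with 23 genes of Fig. 6c and 5 chemotaxis family members. The unadjusted counts were 1177 and 1122 for late ND against untreated mice and 256 and 283 for early ND against untreated mice.

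With the log2 hemoglobin share as a covariate, 0 genes were higher and 0 lower for late against early ND, hence 0 above 1, 0 below -1 and 0 of the genes of Fig. 6c, where 873 and 520 genes and 15 of Fig. 6c had an unadjusted p under 0.05. For late ND against untreated mice the covariate left 0 and 0, with 498 and 339 unadjusted. This share does not overlap between late ND mice and either early ND or untreated mice, so this covariate cannot separate hemoglobin content from the groups.

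Same-numbered libraries had mean correlations of -0.0135 for late against early ND and -0.0993 for early ND against untreated mice. The replicate number as a block gave 368 higher and 305 lower genes for late against early ND, 18 genes of Fig. 6c and 3 chemotaxis family members, and 230 and 377 for late ND against untreated mice, where the correlation was 0.243. With the block the PC1 difference was 26.9 (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow) and the share of PC1 62.8%, and camera with the block passed 10 lists.

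Among the libraries rich in 18S sequence, 4 genes were higher for late against early ND, all 4 above 1, and 0 lower or below -1, with 0 genes of Fig. 6c. Unadjusted, 1732 were higher, 1481 lower and 23 of Fig. 6c passed. There were 0 and 0 for late ND against untreated mice, with 956 and 961 unadjusted. The PC1 difference was 27.3 (exact permutation test, p = 0.0536), the share of PC1 63.6%, 0 lists passed, and activated and proliferating T cells reversed to 0.085. In the libraries low in gland-type genes, 725 genes were higher for late against early ND, 310 above 1, with 21 genes of Fig. 6c, a share of PC1 of 64.0% and 0 lists past the threshold. The smallest p that the exact tests allow is 0.0179 among the libraries rich in 18S sequence and 0.0286 in those low in gland-type genes. A count of 0 lists after adjustment was therefore likely in both and carries little information.

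The PC1 difference was between 18.7 and 41.6 under the remaining settings of the components. The share of PC1 was 58.7% with log2 CPM and 41.3% with all filtered genes. DESeq2 size factors, or the median over a list's genes, left 0 lists past the adjusted threshold, and with the median the activated and proliferating T cell list reversed to 0.097. A fall to 0 lists can follow from a single list, because the adjustment depends on how many lists reach the smallest p. Camera passed 10 lists and preranked GSEA 8, neither of which included the dendritic cell list. Both called the T cell, B cell, platelet and interferon-stimulated lists lower after late ND, which the permutation tests of the scores did not. Both also called the neutrophil and immature neutrophil granule lists higher, which did not pass in the permutation tests after adjustment. Camera and preranked GSEA take their p-values from comparisons between genes, which do not measure the spread between mice.

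Across the 10 fits that each left out one mouse, late against early ND gave from 36 to 1057 higher and from 106 to 553 lower genes, from 7 to 372 above 1 and from 95 to 289 below -1. The most higher and lower genes came without early replicate 3. From 0 to 22 genes of Fig. 6c passed, with 23 of 23 at an unadjusted p under 0.05 in each of these fits. Chemotaxis family members numbered from 0 to 5 and lists past the threshold from 0 to 3. Late ND against untreated mice gave from 0 to 184 higher and from 0 to 409 lower genes. No gene was lower without untreated replicate 3 or without any 1 of the 5 late replicates, and none was higher without untreated replicate 3 or late replicate 1, 4 or 5. At an unadjusted p under 0.05 these 10 fits gave from 769 to 1370 higher and from 970 to 1274 lower genes. Early ND against untreated mice gave from 0 to 0 in either direction. The PC1 difference ranged from 20.0 to 31.6 and its share from 47.4% to 63.1%. Differences ranged from -0.17 to 0.036 for the CD8 and cytotoxic effector list, from -0.14 to 0.10 for activated and proliferating T cells and from -0.28 to 0.030 for NK cells, so the sign of these 3 lists is not fixed by these data.

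The 33 genes of Fig. 6c or with the largest rises and falls were refitted with DESeq2's Wald test, library totals, the block and each mouse left out. These 429 results included 79 weaker, 62 stronger and 0 reversed ones, where a reversal was unlikely because the genes were chosen from the same mice. For the 14 lists, the further scores gave 39 weaker, 4 stronger and 18 reversed results, of which 8 reversals came with library totals and so from a shift common to all genes. Depth limits the genes of low abundance, of which the dendritic cell list is made in part.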

Differences from the paper's values

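No test in this part was chosen only after the result was seen, apart from the alternatives named as such. The paper's values were read by eye from Fig. 6c. The log2 fold changes of the 23 genes did not differ from the paper's, from 1.01 to 1.81, each higher after late ND. Benjamini-Hochberg adjusted p-values from edgeR's quasi-likelihood test were 0.111 for Olfm4, against the paper's value of about 0.043 (Fig. 6c), 0.0703 for Cd14, against the paper's value of about 0.015 (Fig. 6c), 0.0586 for Prtn3, against the paper's value of about 0.014 (Fig. 6c) and 0.0654 for Lrg1, against the paper's value of about 0.0096 (Fig. 6c). The adjusted p from this edgeR test was 0.0537 for Tarm1, against the paper's value of about 0.0088 (Fig. 6c), 0.0250 for Tlr2, against the paper's value of about 0.0006 (Fig. 6c), 0.0314 for Mcemp1, against the paper's value of about 0.0013 (Fig. 6c) and 0.0519 for Bst1, against the paper's value of about 0.0076 (Fig. 6c). For other genes of Fig. 6c it was 0.0529 for Fpr2, against the paper's value of about 0.0091 (Fig. 6c), 0.0520 for Mmp9, against the paper's value of about 0.0066 (Fig. 6c), 0.0272 for Hk3, against the paper's value of about 0.0009 (Fig. 6c) and 0.0421 for Rab44, against the paper's value of about 0.0048 (Fig. 6c). Further adjusted p-values from edgeR were 0.0496 for Mmp8, against the paper's value of about 0.013 (Fig. 6c), 0.0621 for Ctdspl, against the paper's value of about 0.019 (Fig. 6c), 0.0454 for Cd177, against the paper's value of about 0.0041 (Fig. 6c) and 0.0582 for Fpr1, against the paper's value of about 0.011 (Fig. 6c). Values from edgeR were also higher than the paper's at 0.0703 for Asprv1, against the paper's value of about 0.016 (Fig. 6c), 0.0841 for Cxcr2, against the paper's value of about 0.023 (Fig. 6c), 0.0259 for Stard8, against the paper's value of about 0.0007 (Fig. 6c) and 0.0418 for Sfxn5, against the paper's value of about 0.0044 (Fig. 6c). The remaining adjusted p-values from edgeR were 0.0639 for Mtus1, against the paper's value of about 0.016 (Fig. 6c) and 0.0467 for Fnip2, against the paper's value of about 0.0098 (Fig. 6c).

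Of the alternatives set before the data were examined, DESeq2's Wald test, the method that the paper's methods name, closed the gap for all 22 genes, with adjusted p from 0.000650 to 0.0437. The replicate number as a block closed it for 1 gene, the fit without early replicate 3 for 4 and the fit without late replicate 2 for 1. Library totals in place of TMM and the other fits that each left out one mouse closed it for 0.

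Fig. 6c shows all its genes as significant, whereas 9 of the 23 passed an adjusted p of 0.05 in edgeR's test. All 23 passed with DESeq2's Wald test, with library totals and without the filter on low counts, 20 with limma-voom, 18 with the block, 14 with all 15 libraries in one fit, 13 with at least 10 counts in every library and 22 without early replicate 3. Fewer passed with hemoglobin genes removed (7) and with the hemoglobin covariate (0, with 15 at an unadjusted p under 0.05). Of the other 9 fits that each left out one mouse, 19 genes passed without late replicate 2, 8 without early replicate 5 and 0 or 1 in the remaining 7, with 23 at an unadjusted p under 0.05 in each. Among alternatives chosen after seeing the data, 21 passed in the libraries low in gland-type genes, 11 with edgeR's newer estimate, 10 with thinned counts and 0 in the libraries rich in 18S sequence, where 23 had an unadjusted p under 0.05.

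Fig. 6d ranks leukocyte chemotaxis first among terms of genes higher after late ND. That GO term was not analysed here, and the families counted below are not the same set. In edgeR's test 0 of the 76 such genes at the adjusted threshold belonged to the chemokine, chemokine receptor and formyl peptide receptor families. The results text and the legend of Fig. 6d name an adjusted p, whereas the methods name a P value under 0.05. At an unadjusted p under 0.05, 5 of 226 genes were members (one-sided Fisher's exact test, p = 0.000115). With 29 family members among 13315 genes, fewer than 1 would fall among 76 by chance, so the count of 0 does not speak against the paper's ranking. DESeq2's Wald test gave 6, library totals 15, the block 3 and the filter of 10 counts 2. Of the 10 fits that each left out one mouse, 7 gave 0, and the most was 5, without early replicate 3.

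The paper presents a T cell signature, a set that contrasts central memory with naive CD8 T cells, as raised after late ND. The 12 genes of this set in Fig. 6c scored higher by 1.28 (two-sided exact permutation test, p = 0.0159, 4 of 5 late ND mice above every early ND mouse), and these genes are the paper's own calls on the same mice. A list of general T cell genes, which does not measure that set, differed by -0.28 (two-sided exact permutation test, p = 0.119, adjusted p = 0.185, 0 of 5 late ND mice above every early ND mouse), and by 0.61 with library totals, a scaling that raised the median log2 fold change of all genes to 0.86. Camera and preranked GSEA, which compare genes and not mice, called the general T cell list lower after late ND (adjusted p = 0.00191 and 0.0201). The paper states that programs of immunity appear only with upfront IO therapy that preserves lymphatics. The neutrophil score was 7.78 in untreated mice and 7.98 after late ND, a difference of 0.20 (exact permutation test, p = 0.579, adjusted p = 0.624). The monocyte list was higher by 0.51 after late ND than in untreated mice (exact permutation test, p = 0.0238, adjusted p = 0.0833, higher in 5 of 5 same-numbered pairs) and the dendritic cell list by 0.45 (exact permutation test, p = 0.0397, adjusted p = 0.0926, higher in 4 of 5 pairs). Of the genes of Fig. 6c, 1 of the 23 passed between these groups, with 8 at an unadjusted p under 0.05.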

Other observations

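In this part, the tests of the libraries poor in 18S sequence, of GC content, of gene length, of the Fig. 6c score minus the neutrophil score, of strand and of a mislabelled mouse were chosen only after the result was seen.

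The 663 genes that differed between late and early ND were set against other groupings of the same mice. Among the 16 splits that part all same-numbered pairs, 1 gave as many genes, the real one, and 16 splits cannot give a share under 0.0625. Same-numbered early and late ND libraries did not deviate together (mean correlation -0.0135), so this restriction is not needed here. Of the other splits among the 126, which part fewer pairs, 84 were drawn, and over all 100 splits computed 2 gave as many genes or more, a share of 0.02 that includes the real one. The other gave 1186 genes, with early 1, 2, 4 and 5 and late 2 against early 3 and late 1, 3, 4 and 5. A swap of labels was tested by the hemoglobin share of early 3, which was 39.7% (95% Wilson interval 39.65% to 39.73%) and lay above the late ND mice, whose highest share was 29.3%. For late ND against untreated mice 1 of the 16 splits, the real one, gave as many genes. Early ND against untreated mice gave 0 genes, with 256 higher and 283 lower at an unadjusted p under 0.05. Splits that mixed these 2 conditions gave up to 246 genes among the 16 that part all same-numbered pairs. Among the 84 others drawn they gave up to 393, and the median was 0 in each set. A grouping without a shared condition can therefore give many calls in these data, so a count of genes alone does not show an effect of condition.

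Technical explanations for the 663 genes were tested in turn. Gene counts differed between late and early ND (two-sided exact permutation test, p = 0.00794), and so did the hemoglobin share (exact permutation test, p = 0.00794). The neutrophil list was higher by 1.18 after late ND and the naive and central memory T cell list differed by -0.39, both with p = 0.0397 and adjusted p = 0.111 (exact permutation tests), and no neutrophil or lymphocyte list passed after adjustment in these tests. Camera and preranked GSEA called the T cell list (adjusted p = 0.00191 and 0.0201) and the B cell list (adjusted p = 0.00297 and 0.0287) lower after late ND, and camera also the naive and central memory T cell list. Both tests called the neutrophil list (adjusted p = 6.25e-09 and 0.00157) and the immature neutrophil granule list (adjusted p = 0.0119 and 0.00524) higher. Their p-values compare genes and do not measure the spread between mice. Thinning every library to the smallest total, a choice made after the data were seen, gave 679 genes. This made the totals equal but not the depth outside hemoglobin genes, which took 22.0% of counts after late ND and 48.5% after early ND, so depth is not ruled out. Removal of late 2 and late 3, which are poor in 18S sequence, left 4 genes. Of the other 9 pairs of late ND mice, 8 left fewer genes when removed and 1, late 1 and late 2, left 302, so the loss is not particular to the libraries poor in 18S sequence. Spearman's rho between log2 fold change and GC content was 0.196 across genes, and that with exon length was -0.0136, with a value for 99.5% of tested genes, where a bias was set at 0.3. Genes are not independent replicates, and rho describes these genes only. Composition of the blood, as hemoglobin, neutrophil or lymphocyte content, and a difference in library preparation remain as explanations, and a biological response cannot be told apart from them. With the hemoglobin share as a covariate 0 genes were called, 873 higher and 520 lower at an unadjusted p under 0.05, but the share does not overlap between the groups, so this loss does not single out hemoglobin.

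The genes of Fig. 6c may track the number of neutrophils in blood. The Fig. 6c score was higher by 1.32 after late ND, and the same score minus the neutrophil score was higher by 0.14 (two-sided exact permutation test, p = 0.151), so the larger part of the difference is shared with neutrophil genes that Fig. 6c does not list. The test cannot tell more neutrophils from higher expression of these genes in each neutrophil.

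In each library about as many read pairs fell outside genes as on them. Genes opposite an expressed gene carried counts per base with a median log2 ratio of 0.14 to that gene, over 152 pairs. This is consistent with strand-specific counting of reads that carry no strand information, which could lose fragments and add counts to genes on the opposite strand. The paper's text does not name the strand setting.

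Other library measures were as follows. The ratio of Hba-a1 to Hbb-bs counts was 1.79 in untreated 2, 2.25 in late 2 and 2.19 in late 3, the libraries poor in 18S sequence, and between 0.438 and 0.615 in the other 12. Rn18s-rs5 had 766, 313 and 521 CPM in these 3 libraries. Xist was detected in each of the 15 libraries, at 172 to 927 CPM.

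Among genes whose products the paper measured or targeted, 0 passed the adjusted threshold between late and early ND in edgeR's quasi-likelihood test, and 5 had an unadjusted p under 0.05, namely Batf3, Cxcr3, Ifnar1, Il1b and Ly6g. Late and early ND mice overlapped for each of these genes. Their log2 fold changes were 0.98 for Batf3, 0.63 for Cxcr3, 0.28 for Ifnar1, 0.75 for Il1b and 1.24 for Ly6g (adjusted p = 0.103, 0.141, 0.159, 0.190 and 0.196 from edgeR's test). Cd4, Cd8a, Csf1, Ctla4 and Xcr1 had log2 fold changes of -0.27, -0.23, 0.12, -0.087 and -0.67 (adjusted p = 0.369, 0.464, 0.772, 0.889 and 0.232 from edgeR's test). Ccl19, Csf2, Csf3, Cxcl2, Ifnb1 and Pdcd1 were too low for the filter, with 0, 9, 1, 133, 6 and 89 counts in total over the 5 late ND libraries and 0, 1, 2, 9, 1 and 22 over the 5 early ND libraries. DESeq2's Wald test, which was run without this filter, called Cxcl2 higher after late ND (adjusted p = 0.0243).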
